# Analysis of the early response to spinal cord injury identified a key role for mTORC1 signaling in the activation of neural stem progenitor cells

**DOI:** 10.1038/s41536-021-00179-3

**Published:** 2021-10-22

**Authors:** Johany Peñailillo, Miriam Palacios, Constanza Mounieres, Rosana Muñoz, Paula G. Slater, Elena De Domenico, Ilya Patrushev, Mike Gilchrist, Juan Larraín

**Keywords:** Transcriptomics, Regeneration

## Abstract

*Xenopus laevis* are able to regenerate the spinal cord during larvae stages through the activation of neural stem progenitor cells (NSPCs). Here we use high-resolution expression profiling to characterize the early transcriptome changes induced after spinal cord injury, aiming to identify the signals that trigger NSPC proliferation. The analysis delineates a pathway that starts with a rapid and transitory activation of immediate early genes, followed by migration processes and immune response genes, the pervasive increase of NSPC-specific ribosome biogenesis factors, and genes involved in stem cell proliferation. Western blot and immunofluorescence analysis showed that mTORC1 is rapidly and transiently activated after SCI, and its pharmacological inhibition impairs spinal cord regeneration and proliferation of NSPC through the downregulation of genes involved in the G1/S transition of cell cycle, with a strong effect on PCNA. We propose that the mTOR signaling pathway is a key player in the activation of NPSCs during the early steps of spinal cord regeneration.

## Introduction

Although mammals can regenerate some tissues like the skin, muscle, bones, and liver, they are unable to efficiently regenerate the central nervous system (CNS). Particularly, regeneration of the spinal cord is very deficient, and spinal cord injury (SCI) results in loss of sensory, motor, and autonomic functions altering the autonomy and the life quality of human beings. SCI in mammals not only produces an immediate damage of neurons, axonal circuits, and the tissue in the injured area, which is followed by a second phase that increases the damage and forms a glial scar that limits the tissue loss, but also acts as a barrier for axonal growth^1–5^. In addition, axon regeneration is absent in mammals^6^, and although neural stem progenitor cells (NSPCs) are activated, they are mainly fated to astrocytes, and the formation of new neurons is not observed in vivo^7–9^.

On the contrary, other species, including planarias, fish, amphibians and lampreys, have regenerative mechanisms that allow the anatomical and functional recovery of complex structures, such as organs, eyes, neural tissue, and appendages^10–13^. Amphibians and teleost fish are model organisms widely used to understand the molecular and cellular mechanisms involved in spinal cord regeneration^14,15^. Among these, *Xenopus laevis* can be highlighted because it has great regenerative capabilities during larvae stages (regenerative stages, R-stages), being able to repair severe lesions of the CNS, including the spinal cord. However, this ability is lost during metamorphosis, and thus, froglets and adult frogs (non-regenerative stages, NR-stages) are not able to recover from SCI anymore^16,17^. Previous studies demonstrated that NSPC expressing Sox2 start to proliferate after SCI and are required for spinal cord regeneration in R-stage animals, whereas this is not observed in NR-stage animals, despite having Sox2^+^ cells in their spinal cord^18,19^.

Global studies comparing the transcriptomes deployed after SCI between R- and NR-stages at 1, 2, and 6 days post-transection (dpT) showed a fast and massive transcriptome change at 1 dpT in R-stage^20^. In these animals, enrichment in genes associated with the cell cycle was detected at 1 and 2 dpT, suggesting that many changes occur within the first 24 h after injury, including the activation of a signal to trigger NSPC proliferation. Based on this, we envision that a deep study of the transcriptome changes during the first day after injury should allow the identification of the signaling pathways and mechanism involved in NSPC activation.

Here we use high-resolution expression profiling and Gaussian Process approach^21,22^ to identify the transcriptome changes during the first 21 h after SCI. The gene expression profiles were classified into early, intermediate, and late, according to their kinetics. Early modules show a rapid and transitory activation characteristic of a primary response, with a large component of immediate early genes (IEGs), meanwhile intermediate and late modules have a sustained activation representative of a secondary response. Among the main biological processes present in these phases, we found a large component of genes associated with migration and immune response, ribosome biogenesis, and cell cycle, as well as a downregulation of negative regulators of mechanistic Target of Rapamycin (mTOR) pathway. Western blot and immunofluorescence analysis confirmed that mTORC1 is rapidly and transiently activated after SCI, and its pharmacological inhibition impairs spinal cord regeneration and proliferation of NSPC. This was confirmed through the evaluation of global transcriptional changes after inhibition of mTOR pathways, showing that mTOR targets the expression of genes involved in transition G1/S of the cell cycle, with a strong effect over genes such as proliferating cell nuclear antigen (PCNA). We propose that the mTOR signaling pathway is a key player in the activation of NPSCs during the early steps of spinal cord regeneration in *X. laevis*.

## Results

### mRNA sequencing (mRNA-seq) and data consistency

To characterize the genes deployed in the spinal cord of *X. laevis* immediately after SCI, high-resolution expression profiling^21^ was used to continually evaluate the global transcriptome changes from 0 to 21 h post-transection (hpT) and were compared to sham and uninjured animals (Fig. 1a). For transected animals, samples were isolated synchronously every 30-min between 0 and 2 hpT and every hour between 2 and 21 hpT. Samples were collected in six series (Fig. 1a): (i) series 1 and 2 (S1 and S2), correspond to animals from the same fertilization used for time points between 0 to 2 hpT, including a biological replicate for 0 hpT, (ii) series 3, 4, 5, and 6 (S3–S6) were obtained from different batches of animals to cover the periods between 0 and 6 hpT, between 6 and 12 hpT; between 10 and 18 hpT, and between 16 and 21 hpT, respectively. These last four series also contained samples at 0 hpT and 1–3 time points overlapping with the subsequent series to facilitate posterior merge and to evaluate continuity between the different time series.

**Fig. 1:**
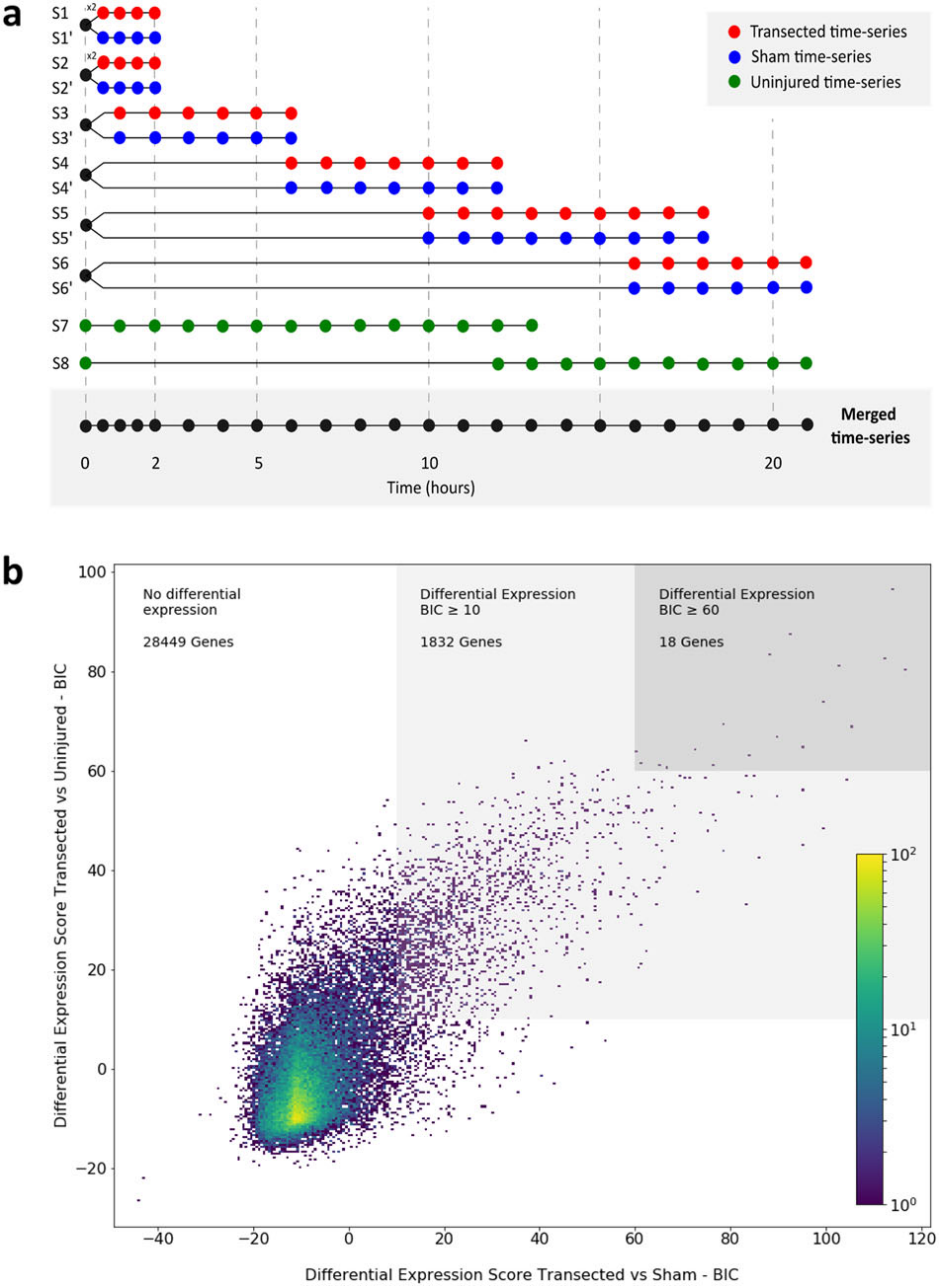
Early transcriptome changes in response to SCI. **a** Time-series samples obtained for mRNA-seq. Spinal cords were isolated in six time series from transected and sham conditions. Between 0 and 2 h, samples were obtained every 30 min and at 1 h intervals between 2 and 21 h. Samples for the uninjured condition were isolated in two time series at 1 h intervals between 0 and 21 h. **b** 2D histogram for differentially expressed genes. The graph depicts differential gene expression comparing transected and uninjured conditions (*y* axis) with transected and sham conditions (*x* axis). The light gray square highlights genes with a BIC ≥ 10 in both comparisons, and those on the dark gray square correspond to genes with a BIC ≥ 60.

Two sets of control samples were also prepared. One of the controls (“Sham" control, blue in Fig. 1a) corresponded to samples from sham-operated animals, in which only the dorsal skin and muscle were injured at the same level of the rostro-caudal axes as the transected animals, but the spinal cord was left uninjured^17^. This control allowed the exclusion of transcriptional changes in the spinal cord produced as a consequence of damage to tissues surrounding the spinal cord. Sham control samples were obtained in six time series (S1’–S6’), in parallel and from the same batches of animals used to obtain the samples from transected animals, at equivalent time points, and sharing the 0 h time point (Fig. 1a). For a second control (“Uninjured”, green in Fig. 1a), spinal cord tissue was isolated at the same level of the rostro-caudal axes from sham and transected animals. This control samples permitted the elimination of transcriptional changes associated with the normal progress of metamorphosis during the time lapse analyzed. Uninjured time series were collected from the same animal batch in two series at 1-h intervals: one from 0 to 13 h (S7) and the other one from 12 to 21 h (S8), including 0 h, and 12 and 13 h used as overlapping points (Fig. 1a).

Illumina RNA-seq polyA+ libraries were constructed for the 105 samples collected in the three conditions indicated above. 

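The 105 libraries comprised 36 from transected animals and 36 from sham-operated animals between 0.5 and 21 h after surgery, 8 of the 0 h time point that both conditions share (2 each in S1 and S2, and 1 each in S3 to S6) and 25 from uninjured animals between 0 and 21 h in S7 and S8. Each library came from a pool of dissected spinal cords, 10 per pool in S1 and S2 and 12 per pool in S3 to S8 according to the paper's methods. Every transected library had a sham library of the same series and hour, which gave 36 pairs. The authors mapped the reads to the *X. laevis* model transcriptome v9.1 with Bowtie and RSEM, and their deposited table for each library lists an expected count and a TPM (transcripts per M transcripts) for 45099 genes. An expected count is RSEM's estimate of the number of reads from a gene and need not be a whole number, because reads that fit several transcripts, such as those of the similar homeologs of this species, are shared among them. Expected counts were rounded to whole numbers here. Their total per library, in M (mega) counts, ranged from 10.7 to 76.6 M in the transected condition (median 16.8 M), from 10.0 to 36.5 M in the sham condition (median 17.2 M), from 13.6 to 29.6 M in the uninjured condition (median 20.1 M) and from 11.8 to 24.2 M at the shared 0 h time point (median 13.9 M). The tables name genes by model identifiers and do not pair them with gene symbols, so results are given as numbers of genes. Counts were compared with edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. For temporal profiles, a natural spline with 5 degrees of freedom of log2(hours + 1), set to 0 at 0 h, was fitted for each condition to all 105 libraries, with the series as a block. The uninjured condition shared no series with the other conditions, so its comparison with them rests on the 0 h libraries alone. For the comparison of transected with sham animals at particular times, the 36 pairs were assigned to 5 windows (0.5 to 2 h, 3 to 6 h, 7 to 10 h, 11 to 15 h and 16 to 21 h), and the pair was used as a block.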

An average of 28 million paired-end reads per sample were sequenced with an average of 69% of reads mapped per library (Table S1) and 43,193 genes detected (95.8% of the transcriptome) with a mean of 443 gene counts per library. 

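In the deposited tables, 43159 of the 45099 listed genes (95.7%) had at least 1 rounded count in at least 1 of the 105 libraries, and single libraries had counts for 32043 to 37263 genes. The libraries held 19.2 ± 8.0 M expected counts (SD, n = 105 libraries), whereas the paper's value of 28 M is for sequenced reads. All values given here use the expected counts. The mean count per library was 444 over the detected genes and 425 over all listed genes. The 100 most counted genes took between 13.9% and 23.8% of the counts of a library.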

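Genes were kept here when they had 5 or more counts at 4 or more time points in at least 1 of the 3 conditions, and a time point passed when any library of that condition and hour reached this minimum. This rule kept 32328 genes, which held 99.98% of all counts. When the mean of the libraries of an hour had to reach the minimum, 31602 genes passed. When libraries were counted in place of time points, 32380 genes passed.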

To avoid noise, only genes having five or more gene counts detected in at least four temporal points in some of the three conditions were considered, resulting in 30,299 genes, which were contemplated for the following analyses. Using Spearman correlation coefficients to check the consistency of the data, we found a high degree of internal consistency for neighboring points within each time series, and although slightly lower the consistency between series was still strong. 

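Neighbouring points were not equally similar in every series. In S5, the Spearman correlation of variance-stabilised counts was 0.9712 between the transected libraries of 11 and 12 h and 0.9664 between the sham libraries of 12 and 13 h, whereas it lay between 0.9807 and 0.9965 for the other 14 neighbouring pairs of that series. Libraries of S5 that were 2 h apart correlated at 0.9682 to 0.9728 across this step (4 pairs) and at 0.984 to 0.9937 on either side of it (10 pairs). In S4, which was sampled from other animals, the libraries of 11 and 12 h correlated at 0.9921 in the transected condition and at 0.9923 in the sham condition. The libraries of S5 also differed in the percentage of nonzero expected counts that are whole numbers, which was examined after the correlations had been seen. It was 40.9% to 43.1% in the 6 libraries of 0, 10 and 11 h and of the 12 h sham sample, and 27.4% to 37.6% in the 13 libraries of the 12 h transected sample and all later hours. After adjustment for the library total, the first part of S5 lay 2.2 to 4.41 percentage points above the value fitted over all libraries, and the second part lay between -2.41 and 0.43 percentage points from it. The parts were divided at the largest gap in this adjusted share, so these ranges could not overlap. That each part was continuous in time was not set by the division. Over the 26332 genes with an expected count above 0 in every library of the time series, it was 31.6% to 35.6% in the first part and 12.4% to 27.9% in the second.

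**Figure D1:**
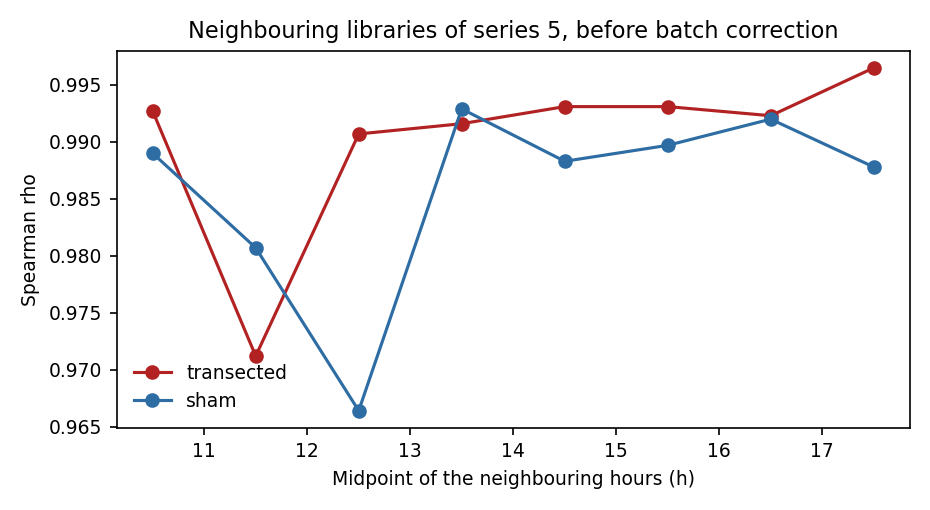
Spearman correlation (vertical axis) between the libraries of neighbouring hours in S5, before batch correction, against the midpoint of the neighbouring hours (horizontal axis), for transected (red) and sham (blue) animals. The lowest points are the transected pair of 11 and 12 h (0.9712) and the sham pair of 12 and 13 h (0.9664).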

Because of the variation, the batch effect was corrected, and a better fit was observed between the time series (for more details about data consistency, see the “Methods” section).

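In a principal component analysis of the variance-stabilised counts before batch correction, the first component held 24.8% of the variance and separated S3, S4 and the first part of S5 from the other libraries. Scores on this component were 0.091 to 0.147 in S3, 0.114 to 0.161 in S4 and 0.105 to 0.148 in the first part of S5 (up to the 12 h sham sample). In the second part of S5 (from the 12 h transected sample on) the scores were -0.067 to 0.007, and they were -0.097 to -0.027 in S6, -0.176 to -0.143 in S1 and -0.105 to -0.013 in S2. The uninjured libraries of S7 and S8 scored -0.126 to -0.015 and -0.08 to -0.008. The following components held 16.7% and 13.5% of the variance. With each series treated as 1 batch in ComBat, the correlation across the step in S5 was 0.9721 in the transected and 0.9652 in the sham condition.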

In summary, high-quality sets of RNA libraries, at contiguous time points during the first 21 hpT, were generated. The data obtained was very reliable based on the quality of the sequencing, the mapping and gene detection rates, and more importantly the high degree of internal consistency within and among each time series supports that the sampling is representative of the undergoing biological processes.

### Gene co-expression networks present in the early response to SCI

For identification of changes in the transcriptome, the temporal gene expression profiles between transected and uninjured and between transected and sham conditions were compared using Gaussian Processes. To do this, two hypotheses were tested for each comparison, one in which the data of both conditions are fitted to the same temporal profile of gene expression through the time points measured, and a second hypothesis, in which both data sets are fitted to two different expression profiles throughout the time points measured. To choose between both, the logarithm of the marginal likelihoods of the two hypotheses were compared using Bayesian Information Criterion (BIC). A temporal differential gene expression is assigned when a BIC > 0 is obtained. For a better visualization of the changes in the transcriptome after SCI, a two-dimensional histogram was constructed, where the BIC values of the comparison between transected and uninjured conditions are shown on the *y*-axis, and the BIC values of the comparison between transected and sham on the *x*-axis (Fig. 1b).

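For each of the 32328 genes, the variance-stabilised, ComBat-corrected counts were fitted here by a Gaussian process with a squared exponential kernel and noise, once with 1 profile for both conditions and once with 1 profile per condition. The kernel and the covariates given to ComBat are not named in the paper's text, so the combination of condition and time was used as covariate. The score was the BIC of the shared profile minus the BIC of separate profiles, which adds a penalty for 3 more parameters. The median score was 10.8 for transected against uninjured animals and -9.7 for transected against sham animals. Scores above 0 were obtained for 22478 genes in the first comparison and for 8718 genes in the second.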

To select those genes with higher changes in the levels of mRNA between the compared conditions, a BIC ≥ 10 was established as a cut-off, which is considered as a very strong evidence for alternative hypothesis in model selection^23^. 

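A score of 10 or more was obtained for 16588 genes when transected animals were compared with uninjured animals and for 5400 genes when they were compared with sham animals. The order of these counts depended on the batch correction. ComBat without covariates, the alternative that moved the first of them most, gave 739 genes against uninjured and 2622 genes against sham animals, and no batch correction gave 11028 and 1407 genes. In simulated counts, ComBat without covariates left 104 of 200 changed genes called against uninjured and 189 against sham animals. The simulated changes were at least 2-fold in well-counted genes, and unchanged genes did not drift over hours. Smaller changes and drift are therefore not covered by the simulated values given here. The direct comparison of sham with uninjured animals gave 12603 genes, and 10907 of the 16588 genes (65.8%) that differed between transected and uninjured animals also differed between sham and uninjured animals. edgeR's quasi-likelihood F-test on the counts, with the series as a block, called 7037 genes against uninjured and 11306 genes against sham animals at an adjusted p under 0.05. The same test called 1624 genes between sham and uninjured animals, of which 1443 were also called between transected and uninjured animals. Without the series as a block, edgeR called 21061 genes against uninjured, 6067 genes against sham, and 20137 genes between sham and uninjured animals. In counts simulated for the same libraries, with 200 genes changed after transection, the comparison of transected with uninjured animals called 196 of the changed genes and 2941 of the unchanged genes (9.15%) by the Gaussian process score, and 162 of the changed and 6 of the unchanged genes by edgeR with the series as a block.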

The number of genes with a BIC ≥ 10 in the transected against uninjured comparison (4917 genes) was higher than those observed in the transected against sham comparison (2269 genes), suggesting that injury of tissues close to the spinal cord could also elicit a response on the spinal cord, reinforcing the importance of the sham control. Finally, an intersection of 1850 genes, with BIC ≥ 10 in both comparisons, was defined as those genes that change their expression after a direct damage to spinal cord and were used for further analysis.

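In the deposited counts, 4869 genes had a score of 10 or more in both comparisons. They made up 90.2% of the genes that differed between transected and sham animals, and 531 genes differed between these conditions only. With edgeR's adjusted p, 5071 genes passed in both comparisons, and 3459 genes were shared by the Gaussian process and edgeR sets. At a score of 60 or more, 829 genes passed in both comparisons.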

To identify groups of genes that have similar expression profiles in response to SCI, a weighted gene co-expression network analysis (WGCNA) for the 1850 genes was performed. 

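The 4869 genes that differed in both comparisons by the Gaussian process score were clustered on their ComBat-corrected profiles in the 36 transected and 8 shared 0 h libraries. WGCNA itself was not used here, and its steps were written out with biweight midcorrelation, signed hybrid adjacency with a power of 15, topological overlap and average linkage. The tree was divided at the single height that gave 11 clusters of at least 30 genes, a number set in advance from the paper. The clusters held 3859 genes, which is 79.3% of the set. A power of 8 placed 91.2% of the genes in 11 clusters, and the 5071 genes called by edgeR gave 44.7%.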

Using this approach, 92.3% of the 1850 genes were clustered in 11 co-expression modules (Table S2). The differences between co-expression modules are shown in a hierarchical clustering based on the Euclidean distance calculated from the module eigengene of each one (Supplementary Fig. S1). Based on module eigengene and its correlation with the time after lesion, three modules presented downregulated mRNA levels, and the other eight modules showed upregulated levels (Fig. 2). 

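Of the 11 clusters obtained here, numbered by size, 8 had higher and 3 had lower mRNA levels than at 0 h at the point where their mean profile was farthest from it. The lower clusters were 2 (1230 genes), 3 (109 genes) and 7 (62 genes). Each profile is the mean change from 0 h in units of each gene's SD over the transected and 0 h libraries.

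**Figure D2:**
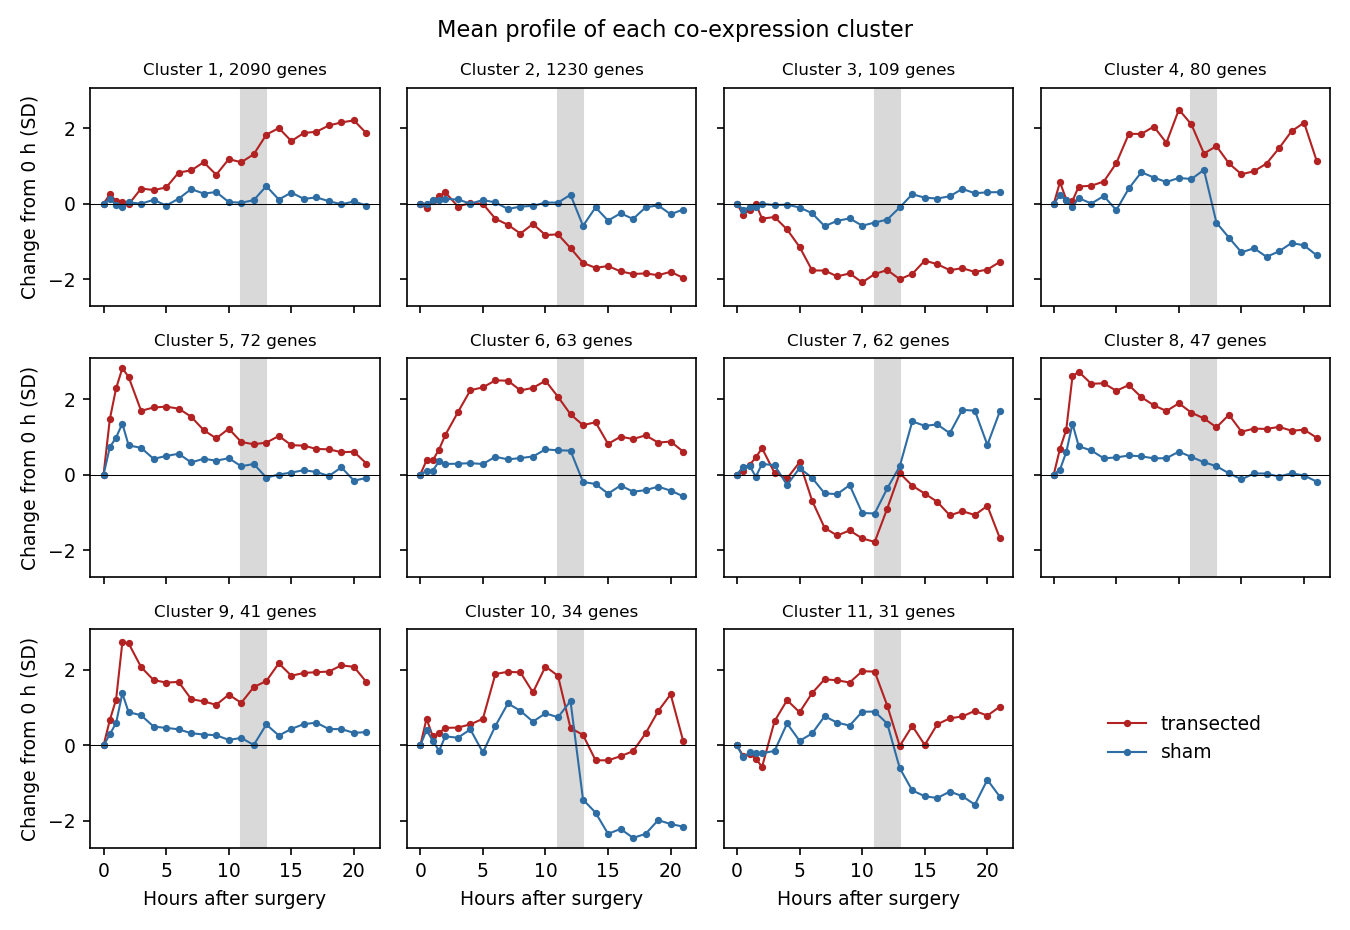
Mean profile of each of the 11 clusters against hours after surgery, in transected (red) and sham (blue) libraries. The vertical axis is the mean change from 0 h in units of each gene's SD over the transected and 0 h libraries, and the grey band marks 11 to 13 h. Clusters 1 and 2, with 2090 and 1230 genes, separate from sham gradually, while clusters 4, 6, 7, 10 and 11 change in both conditions at the grey band.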

According to their kinetic profiles, the eleven modules were organized in: (i) early upregulated modules (E1, E2), (ii) intermediate modules that were either upregulated (I1, I2, and I3) or downregulated (D1, D2), and (iii) late modules that were also upregulated (L1, L2, and L3) or downregulated (D3).

**Fig. 2:**
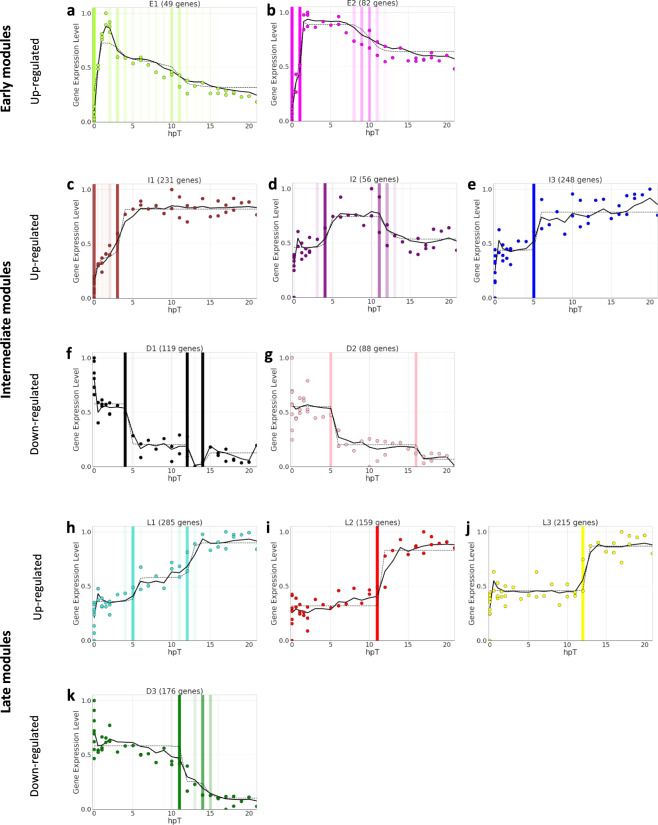
Co-expression modules deployed in response to spinal cord injury. WGCNA analysis clustered genes in 11 co-expression modules. The graphs show the adjusted kinetic profile for each module. Colored dots represent the eigengene modules, continuous lines indicate a regime-switching model used to explore possible change points, discontinuous lines show a change-point model for each module, and vertical color bars highlight temporal points at which we observe a change in the direction of gene expression, with more intense bars indicating a higher probability of change. **a**, **b** Early upregulated modules E1 and E2; **c**–**e** intermediate upregulated modules I1, I2, and I3; **f**, **g** intermediate downregulated modules D1 and D2; and (**h**–**k**) late upregulated L1, L2, and L3 and downregulated module D3.

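Clusters 5, 8 and 9, with 72, 47 and 41 genes, reached their highest mean level within the first 2 h after transection. Cluster 5 was already 1.47 SD above 0 h at 0.5 h, and it peaked at 2.82 SD at 1.5 h. Cluster 8 peaked at 2.72 SD at 2 h and cluster 9 at 2.73 SD at 1.5 h. In sham animals the same genes rose to 1.35 SD in cluster 5, 1.35 SD in cluster 8 and 1.38 SD in cluster 9 at 1.5 h.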

Genes in modules E1 and E2 showed an upregulation even before 1 hpT and reached their maximum expression levels at around 2 hpT (Fig. 2a, b). In both cases, upregulation was transient, and a decline started around 2 and 8 hpT, but without returning to basal levels. mRNA levels in intermediate modules changed (increase or decrease) between 2 and 5 hpT, reaching stable levels around 4–6 hpT, except for I2 that shows a transitory kinetic falling-down around 11–12 hpT concomitant with the activation of late modules (Fig. 2c–g). 

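The mean level between 16 and 21 h was 21% of the peak in cluster 5, 43% in cluster 8 and 71% in cluster 9. A further 6 clusters reached the midpoint of their change between 3 and 7 h, with 31 to 109 genes each. Clusters 4, 10 and 11 were highest at 10 h (2.5, 2.09 and 1.97 SD) and cluster 6 at 6 h (2.5 SD), whereas cluster 3 was lowest at 10 h (-2.08 SD) and cluster 7 at 11 h (-1.78 SD). Across the step in S5, from the libraries of its first part after 0 h to those of its second part up to 14 h, clusters 4, 6, 10 and 11 changed by -1.59, -1.15, -2.74 and -2.07 SD in transected animals and by -1.54, -0.83, -2.74 and -1.83 SD in sham animals. Cluster 7 changed by 2.06 SD in transected and by 1.74 SD in sham animals.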

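Clusters 1 and 2 changed late. Cluster 1 passed the midpoint of its rise at 10 h and reached 2.21 SD at 20 h, and cluster 2 passed the midpoint of its fall at 12 h and reached -1.96 SD at 21 h. Between 16 and 21 h their mean levels were 2.02 and -1.86 SD in transected animals and 0.06 and -0.2 SD in sham animals. The mean of cluster 1 was 0.09 SD between 0.5 and 2 h, 0.51 SD between 3 and 6 h, 0.99 SD between 7 and 10 h and 1.58 SD between 11 and 15 h. At the step in S5, cluster 1 changed by 0.56 SD in transected and 0.34 SD in sham animals, and cluster 2 by -0.69 and -0.5 SD.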

Finally, RNA levels in late modules only changed at 11–12 hpT, and the achieved levels were maintained (Fig. 2h–k). Of note, for the L1 module two phases of upregulation were appreciated, one at 4–6 hpT that was coincident with the intermediate modules, followed by a second phase that was more similar to the late modules (Fig. 2h).

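Among the clusters obtained here, those peaking within 2 h held 41 to 72 genes and those with a midpoint between 3 and 7 h held 31 to 109 genes. The clusters with a midpoint at 10 and 12 h held 2090 and 1230 genes.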

Interestingly, later time modules contained a larger number of mRNAs. E1 and E2 modules have an average of 65.5 genes; D1, D2, I1, I2, and I3 include an average of 147.6 genes in each module; and the number of genes on the late modules rises to an average of 206.3 genes. This suggests that changes in mRNA levels were deployed in a sequential manner, adjusting to a cascade effect, which would produce a progressive increase in transcriptome changes during the first 21 h of the regenerative response.

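The number of genes that differed between transected and sham animals was counted in each time window, from the differences within 36 pairs of libraries of the same series and hour. edgeR's quasi-likelihood F-test with the pair as a block called 2070 genes at 0.5 to 2 h (1372 higher and 698 lower in transected animals, n = 10 pairs), 1398 genes at 3 to 6 h (957 higher and 441 lower, n = 5) and 1927 genes at 7 to 10 h (1269 higher and 658 lower, n = 5). It called 7295 genes at 11 to 15 h (3670 higher and 3625 lower, n = 7) and 12495 genes at 16 to 21 h (6153 higher and 6342 lower, n = 9). The pairs of a window were neighbouring hours of few series. They came from S1 to S3 at 0.5 to 2 h and from S3 and S4 at 3 to 6 h. Those of 7 to 10 h and 11 to 15 h came from S4 and S5, and those of 16 to 21 h from S5 and S6. The n counts pairs, not batches of animals, so the p-values do not measure the spread between batches. Without the replicate block, 689, 392, 578, 2443 and 7331 genes were called in these windows. The libraries of a pair did deviate together, with a mean correlation of 0.379 between their deviations from the mean of their condition and window (n = 36 pairs), against 0.237 for libraries of the same series at other hours and -0.278 for libraries of other series. Windows had different numbers of pairs, and with 5 pairs drawn at random from each window the median of 10 draws was 350, 1224, 1723, 5475 and 8374 genes. The draws of 5 pairs moved the count at 0.5 to 2 h most, and the later counts moved most when a 2-fold difference was also required, with 587, 282, 379, 654 and 1180 genes called in these windows. The share of higher genes also depended on the setting. At 0.5 to 2 h, 574 were higher and 13 lower with the 2-fold requirement, 632 and 57 without the block, 1437 and 474 with DESeq2's size factors, and 328 and 19 as the medians of the draws of 5 pairs. At 11 to 15 h, 454 were higher and 200 lower with the 2-fold requirement, 1452 and 991 without the block, and 3688 and 3610 with DESeq2's size factors. Without the 12 h pair of S5, which spans the step in that series, 3473 were higher and 2816 lower, and 5242 of the 7295 genes were still called. At 16 to 21 h, 768 were higher and 412 lower with the 2-fold requirement, 3967 and 3364 without the block, and 6115 and 6392 with DESeq2's size factors. The median absolute log2 difference of the called genes was 0.49 at 0.5 to 2 h, 0.55 at 3 to 6 h, 0.57 at 7 to 10 h, and 0.39 at 11 to 15 h and at 16 to 21 h. Of the genes higher in transected animals at 0.5 to 2 h, 301 (21.9%) were also higher and 239 were lower at 16 to 21 h, whereas 1089 of the genes higher at 7 to 10 h (85.8%) were also higher at 16 to 21 h. A direct test of the difference between the last and the first window called 9317 genes, 4706 with a more positive and 4611 with a more negative difference at 16 to 21 h. No series had pairs in both of these windows. The largest differences at 16 to 21 h with the same sign in 9 of 9 pairs are given here for 4 gene models, which were chosen after their values had been seen and whose names the tables do not give. Xelaev18006478m.g was 3.66 ± 2.07 CPM (counts per M counts) in transected and 0.03 ± 0.07 in sham libraries (SD, n = 9), a log2 difference of 6.73 (standard error 0.36, adjusted p = 2.4e-16 from edgeR's test), and its sham libraries held 0 to 4 counts. Xelaev18017925m.g was 23.84 ± 6.32 in transected and 0.24 ± 0.51 in sham libraries, a log2 difference of 6.66 (standard error 0.32, adjusted p = 2.3e-17, edgeR). Xelaev18043503m.g was 0.75 ± 0.21 in transected and 9.28 ± 11.67 in sham libraries, a log2 difference of -3.02 (standard error 0.47, adjusted p = 3.4e-06, edgeR), with an SD among sham libraries larger than their mean. Xelaev18021416m.g was 0.12 ± 0.09 in transected and 1 ± 0.25 in sham libraries, a log2 difference of -3.01 (standard error 0.33, adjusted p = 3.4e-10, edgeR). Without the replicate block the log2 differences of these 4 gene models were 6.76, 6.57, -3.61 and -3.02. DESeq2's Wald test gave 7.72, 8.1, -2.94 and -3.1, so their sizes depend on the method. Its adjusted p was 1.6e-05 for Xelaev18006478m.g, larger than edgeR's, and smaller than edgeR's for the others (1.2e-39, 5.3e-11 and 1.6e-14). The standard errors given are the absolute log2 difference divided by the square root of edgeR's F. They are approximate, above all where counts are near 0. The sham libraries of Xelaev18017925m.g held 0 to 31 counts. From the order in which its modules change and from their sizes, the paper proposes that the transcriptome changes follow each other as a cascade and grow over the first 21 h.

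**Figure D3:**
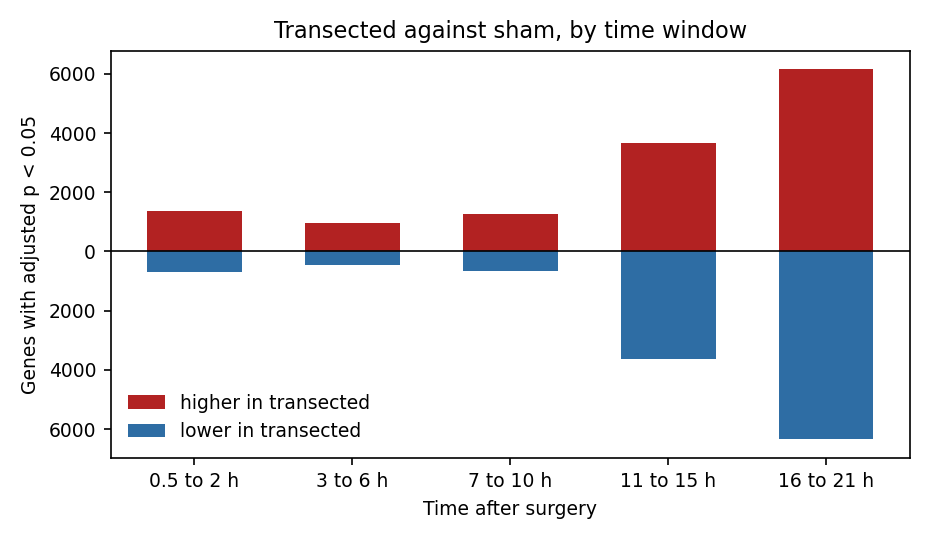
Number of genes with an adjusted p under 0.05 (vertical axis) between transected and sham animals in each time window after surgery (horizontal axis). Red bars above 0 are genes higher in transected animals and blue bars below 0 are genes lower in them, from 1372 and 698 genes at 0.5 to 2 h to 6153 and 6342 genes at 16 to 21 h.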

### Gene ontology (GO) enrichment analysis

To identify the main biological processes, molecular functions, cellular components, and signaling pathways deployed during the first 21 h after SCI, a GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed to the 11 co-expression modules. Because several and redundant GO terms were enriched within some modules, an *in-house* clustering method based on semantic similarities between GO terms and genes associated with them was implemented. From this analysis, a representative GO term was chosen for each cluster considering its significance and the differential expression level of the associated genes (Fig. 3 and Supplementary Tables S3–S5). Here we describe the main biological concepts that emerged from an integrated examination of the GO terms and KEGG pathway enrichment analyses.

**Fig. 3:**
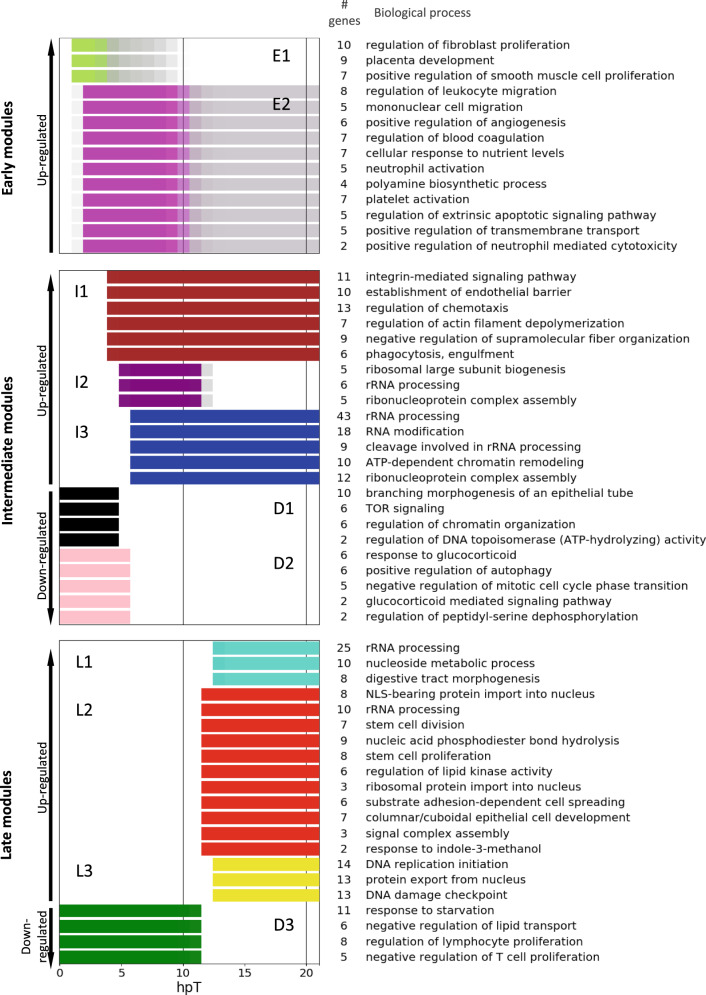
Biological process regulated during the early response to spinal cord injury. Gene ontology enrichment analysis was performed for each co-expression module. The most representative biological processes are described. Color bars associated with each GO term represent the time period when they showed maximum expression. For downregulated modules, the color bars disappear when the expression levels of those genes start to decrease. The number of genes in each GO group is also indicated.

A detailed examination of the molecular function category from the GO enrichment analysis showed that all groups enriched in module E1 are related to transcriptional components (Supplementary Table S3). In addition, 36.7% of the genes in E1 correspond to transcription factors, a large proportion compared to the other modules in which only an average of 6.5% was detected. The kinetic profile observed for E1 genes is very similar to the behavior described for IEGs, which act as first responders inducing a transcriptome remodeling in response to a stimulus, presenting maximal activation levels around 1 h after activation, and falling very rapidly^24^. Moreover, 48% of the genes in E1 have already been reported as IEGs, among them some widely studied as fos, jun, and myc^25^.

Some of the biological processes enriched in modules E1 and E2 are related to the inflammatory response, including the activation and migration of leukocytes and neutrophils (Fig. 3 and Supplementary Table S4). Furthermore, in the KEGG analysis many of the pathways identified are also related to these processes (Supplementary Table S6). This includes key signaling pathways such as tumor necrosis factor and interleukin (IL)-17, which are known for their pervasive role in triggering an inflammatory response^26,27^, and Toll-like receptor signaling that could activate an innate immune response^28^. The early upregulation reported for these genes, followed by a fast reduction on expression levels, suggest that this immune response is rapid, transient, and tightly controlled.

An enrichment of genes associated with mTOR signaling both in the biological process and KEGG pathway analyses was found in module D1 (Fig. 3 and Supplementary Tables S4 and S6). The mRNA levels for *deptor* (DEP Domain Containing mTOR Interacting Protein), and *tsc2* (TSC Complex Subunit 2), two negative regulators of mTOR, were rapidly reduced after injury, suggesting a possible fast activation of mTOR signaling. Moreover, enrichment of biological processes directly regulated by mTOR pathway such as autophagy, ribosome biogenesis, and starvation response^29^ were found in other intermediate (D2, I2, and I3) and late (D3) modules as well, suggesting that mTOR could play a key role during early response after injury. Related to this, a decrease on mRNA levels of genes involved in positive regulation of autophagy were also enriched on module D2 (Fig. 3 and Supplementary Tables S4).

Ribosome biogenesis represents a very widespread biological process throughout the first 21 h of the response to SCI. In particular, the components needed for ribosome biosynthesis represent almost all GO terms and KEGG pathways enriched in modules I2 and I3 (Fig. 3 and Supplementary Tables S3–S6). This GO include genes involved in: ribosome large subunit biogenesis, rRNA processing, ribonucleoprotein complex assembly, RNA modification and methyltransferase activity, mRNA, transfer RNA and small nucleolar RNA binding, and preribosome. Notably, among these genes, there are several ribosome biogenesis factors (RBFs) that are important and specific for stem cell homeostasis and self-renewal^30^.

Intermediate modules contain GO terms related to chromatin remodeling. Some are upregulated, like ATP-dependent chromatin remodeling, nuclear matrix, methyltransferase complex, SWI/SNF complex, and catalytic activity acting on DNA, that are enriched in module I3 (Fig. 3 and Supplementary Tables S4 and S5). And others enriched in D1 are downregulated, such as regulation of chromatin organization and regulation of DNA topoisomerase activity (Fig. 3 and Supplementary Table S4). From this, it is inferred that an important chromatin remodeling starts at around 6 hpT and could be a key process in the response to SCI^31^.

In agreement with the finding about ribosome biosynthesis, an enrichment of GO terms related to protein synthesis was also observed in modules L1, L2, and L3 (Supplementary Tables S3–S6 and Fig. 3). These groups included GO terms and signaling pathways, such as transferring of glycosyl groups, misfolded protein binding, peptide transporter activity, cytoplasmic ribonucleoprotein granule, endoplasmic reticulum chaperone complex, protein processing in endoplasmic reticulum, N-glycan biosynthesis, and protein export from nucleus.

The GO terms and KEGG pathways DNA replication initiation, DNA replication origin binding, MCM complex, cell cycle, stem cell division, and proliferation and signaling pathways regulating pluripotency of stem cells were enriched in modules L2 and L3 (Fig. 3 and Supplementary Tables S3–S6). Of note, in module L2, a concomitant enrichment in genes linked to columnar/cuboidal epithelial cell development was found, which correspond to the morphological organization of neural progenitor cells in the central canal of spinal cord (Fig. 3). Furthermore, genes linked to neurogenesis, such as nestin and components of the WNT pathway (wnt7b, fzd2, fzd3, and ctnnb1), were found as well. These results, together with the activation of important RBFs involved in stem cell homeostasis and self-renewal, suggest that activation of NSPC is a key process in spinal cord regeneration.

An enrichment of the biological process related to lymphocyte and T cell proliferation is observed in module D3, with a significant reduction of RNA levels starting at 11 hpT (Fig. 3 and Supplementary Table S4). Among the genes included in these GO terms, we found irs4, which inhibits JAK/Stat signaling pathway, modulating the immune response^32^; PDE5A (phosphodiesterase 5A), whose pharmacological inhibition have been associated with anti-inflammatory and neuroprotective effects^33^; and shh (sonic hedgehog), which has been implicated in macrophage polarization after SCI, regulating pro- and anti-inflammatory response^34^. This analysis suggests that there is an active mechanism to control and limit the immune response.

We observe an enrichment in genes associated with “regulation of extrinsic apoptotic signaling pathway” in module E2; however, these genes showed an early and transitory activation (Fig. 3). Moreover, we observe a downregulation of casp3 mRNA and upregulation of bcl2l12 mRNA in late modules D3 and L1, respectively. Casp3 is associated with apoptosis, meanwhile bcl2l12 has an anti-apoptotic role (see Supplementary Information, Table S2). These transcriptional changes suggest a downregulation of apoptotic process during the first stages of spinal cord regeneration.

### Early activation of the mTORC1 signaling pathway in response to SCI

mTOR is a signaling pathway that coordinates cell growth and metabolism and is associated with cancer, regeneration, aging, and other processes^29^. The bioinformatics analysis described above suggests that mTOR is activated because a downregulation of negative regulators, such as *tsc2* and *deptor*, was observed (Fig. S2). In addition, we detected the upregulation of *rps6kb1* and *eif4e*, two key components of the ribosome biogenesis and protein synthesis branches, respectively (Fig. S2).

To evaluate the activation of ribosome biogenesis and cap-dependent translation, we measured the phosphorylation levels of S6 (p-S6) and 4EBP1 (p-4EBP1), respectively^29^. p-S6 signal was not detected in sham operated, nor in uninjured animals, by immunofluorescence analysis (Fig. 4a, c, and data not shown). At 12 hpT, low levels of p-S6 were detected mainly in meningeal cells and in ventral cells that probably correspond to motoneurons and Mauthner cells (Fig. 4b). This was followed by the detection of higher levels at 21 hpT in similar cells, but now also in more lateral neurons, and the apical pole of ependymal cells in ventricular zone (Fig. 4d). Longitudinal sections in the region surrounding the injury site showed the presence of p-S6 in cells lining the ependymal canal (Fig. 4e) and in cells populating the ablation gap (Fig. 4l). Western blot analysis confirmed peak levels of p-S6 signal at 1 dpT and a decrease at 2 and 4 dpT (Fig. 4f and see Supplementary Fig. S3a).

**Fig. 4:**
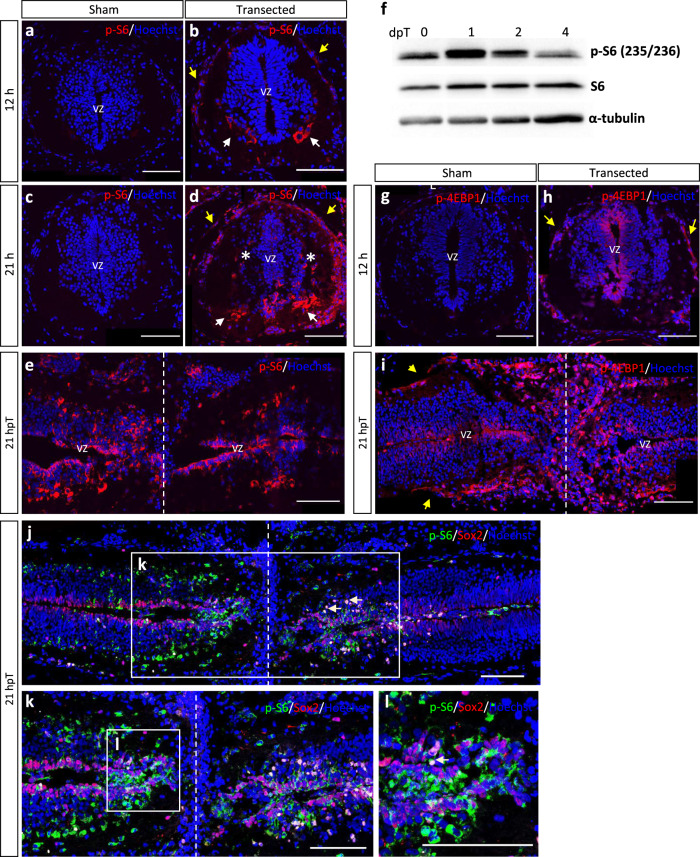
Early activation of mTOR signaling in response to SCI. Activation of mTORC1 was analyzed by immunostaining (**a**–**e**) and immunoblotting (**f**) for p-S6, by immunostaining (**g**–**i**) against p-4EBP1, and (**j**–**l**) double immunostaining for Sox2 and pS6. p-S6 levels were analyzed in transverse cryosections at (**a**, **b**) 12 and (**c**, **d**) 21 h after transection or sham operation and also in longitudinal cryosections at (**e**) 21 hpT. **f** Western blot for S6 and p-S6 in total protein extracts obtained from spinal cords at 0, 1, 2, and 4 dpT for evaluation of mTOR signaling pathway activation after injury. See quantification of five similar blots in Supplementary Fig. S3a. p-4EBP1 levels were analyzed in transversal cryosections at (**g**, **h**) 21 h after transection or sham operation and also in longitudinal cryosections at **i** 21 hpT. Yellow arrow: meningeal cells, white arrow: motoneurons, *: lateral neurons, vz: ventricular zone, dotted line: injury site or ablation gap. Sox2 and p-S6 were analyzed in longitudinal cryosections (**j**), and (**k**, **l**) correspond to magnifications of (**j**, **k**), respectively. White arrows show Sox2^+^ cells with higher levels of p-S6 activation. Immunofluorescences were performed in two or three biological replicates. Scale bar = 100 μm. All the blots included in this figure were derived from the same experiment and were processed in parallel.

Similarly, p-4EBP1 signal was absent in sham operated and uninjured animals (Fig. 4g, data not shown), while detected at 12 and 21 hpT, although it was found mainly in the cells of the ependymal layer, and in meningeal cells (Fig. 4h, i). To further evaluate which cells activate mTORC1 signaling, we performed double immunostaining analysis with Sox2, a marker of NSPC. We found that many Sox2^+^ cells in the ablation gap activate phosphorylation of S6, and higher levels of p-S6 were observed closer to the injury site (Fig. 4j–l).

### Early inhibition of mTORC1 signaling impairs spinal cord regeneration

To test the function of mTORC1 through spinal cord regeneration, we incubated the animals during the first 24 hpT with Torin1 or Rapamycin, two inhibitors of the pathway (Fig. 5a). Western blot analysis against p-S6 and p-4EBP1 showed a strong inhibition at 1 dpT (Fig. 5b and see Supplementary Fig. S3b). Although some activation of the pathway is observed at 2 and 3 dpT, it never attains the levels observed in untreated animals (Fig. 5b). Following the same inhibitory paradigm (Fig. 5a), we found a significant reduction in the recovery of swimming compared to controls at 10 and 15 dpT (Fig. 5c and Supplementary Fig. S3c), suggesting that early mTOR signaling is necessary for proper spinal cord regeneration. No differences were found for sham animals treated with Torin1 or Rapamycin (Supplementary Fig. S3d–f), in agreement with findings showing no effect of Rapamycin in mice swimming abilities in behavioral tests^35,36^.

**Fig. 5:**
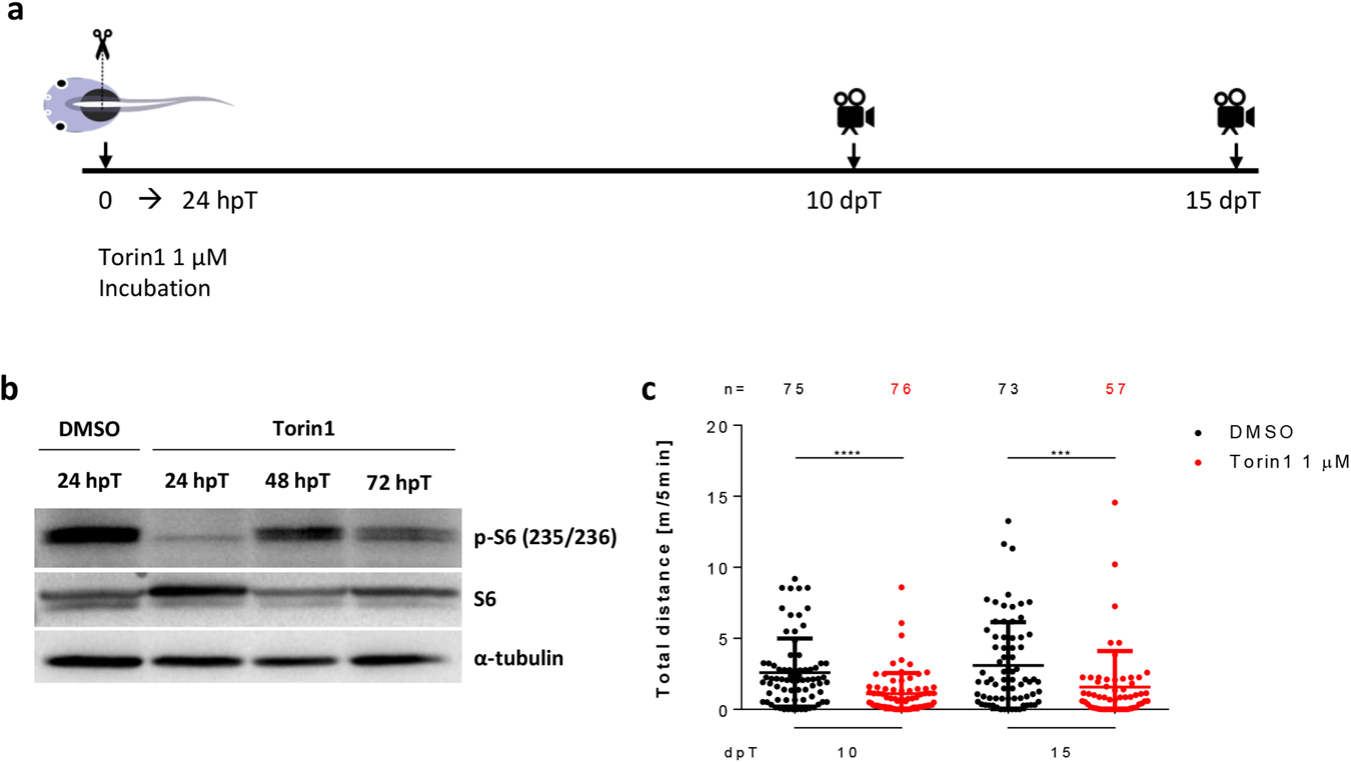
Early inhibition of mTOR signaling impairs swimming recovery. **a** Scheme illustrating the experimental timeline. The mTOR pathway was inhibited incubating animals with Torin1 1 µM during the first 24 hpT, and swimming distance was recorded at 10 and 15 dpT. **b** Western blot for S6 and p-S6 in total protein extracts obtained from spinal cords isolated from *X. laevis* incubated immediately after transection for 24 h with DMSO (vehicle) and Torin1 (drug) and collected at 24 hpT for vehicle treatment and at 24, 48, and 72 hpT for drug treatment. **c** Dotplot of swimming distances of animals treated with vehicle (black dots) and 1 µM Torin1 (red dots), measured at 10 and 15 dpT. Data indicate the mean ± SEM, from three independent experiments. ***P < 0.001, ****P < 0.0001, from a Mann–Whitney *U*-test comparing Torin1-treated animals to control, at each time point. All the blots included in this figure were derived from the same experiment and were processed in parallel.

To evaluate a possible mechanism of action to explain the effects of inhibiting the mTOR pathway, we performed immunofluorescence against Sox2 and neurofilament (NF), markers of NSPCs and axons respectively. A clear reduction in the number of Sox2^+^ cells present in the ablation gap was detected at 15 dpT (Fig. 6a–e). In addition, a significant decrease in the numbers of axons in the rostral, caudal, and injury site was observed in treated animals also at 15 dpT (Fig. 6f–l). From these results, we hypothesize that the effects of mTORC1 inhibition in spinal cord regeneration could be explained at different levels, including (i) inhibition of NSPC proliferation, (ii) inhibition of intrinsic programs needed for axon regeneration, (iii) modulation of inflammatory responses to injury, and/or (iv) regulation of cell survival and cell death after injury.

**Fig. 6:**
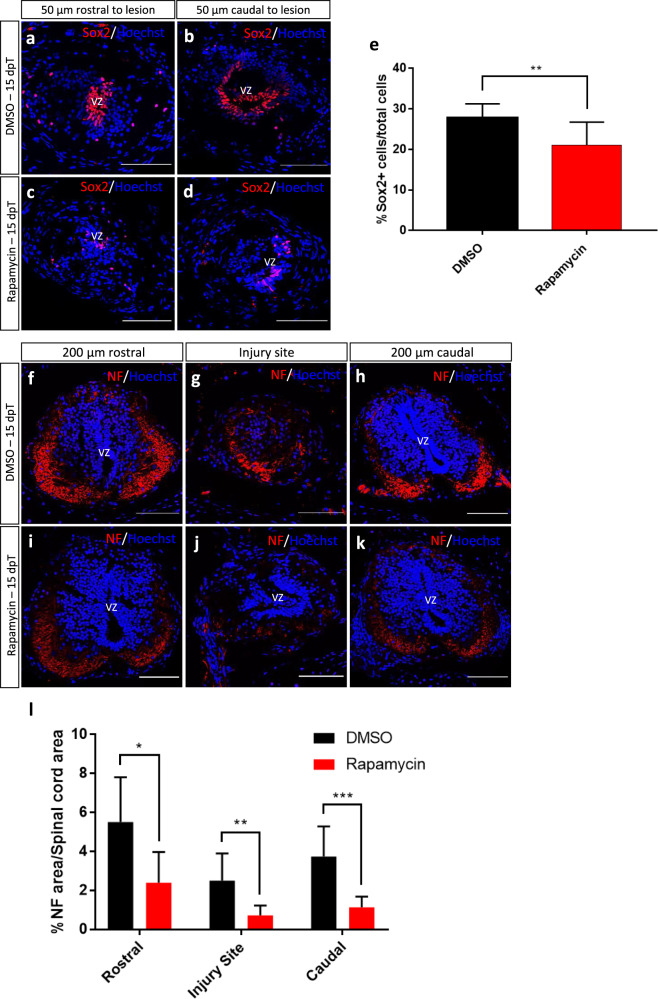
Effects of early inhibition of mTOR pathway in Sox2 and neurofilament levels. **a**–**d** Representative images of transversal cryosections of the spinal cord at 50 µm rostral (left images) and 50 µm caudal (right images) to the injury site. Samples were obtained at 15 dpT from animals treated for 24 h with (**a**, **b**) vehicle or (**c**, **d**) Rapamycin, stained for the NSPC marker Sox2 and Hoechst. **e** Quantification of the percentage of Sox2^+^ cells over total cells. **P < 0.01, from a *t* test comparing Rapamycin to vehicle treatments. *n* = 3 per condition. **f**–**k** Representative images of transversal cryosections of the spinal cord, 200 µm rostral (left images), injury site (middle images), and 200 µm caudal (right images) to the injury site. Samples were obtained at 15 dpT from animals treated for 24 h with (**f**–**h**) vehicle or (**i**–**k**) Rapamycin, stained for the neuronal marker neurofilament (NF) and Hoechst. **l** Quantification of the percentage of spinal cord area positive for NF staining over spinal cord area, in the injury site as well as 200 µm rostral and caudal to the injury site. *t* test. *P < 0.05, **P < 0.01 and ***P < 0.001, from a *t* test comparing Rapamycin to vehicle treatments. *n* = 3 per condition. VZ ventricular zone. Immunofluorescences were performed in two or three biological replicates. Scale bar = 100 μm.

### Activation of the mTORC1 signaling pathway is necessary for proliferation of NSPCs

Based on our previous results demonstrating that activation of Sox2^+^ NSPCs are required for spinal cord regeneration in *X. laevis*^19^, we tested the effects of mTOR inhibition in the activation of NSPC. For this, we first studied the expression of PCNA, a marker of DNA replication. Incubation with Torin1 during the first 21 hpT resulted in a strong reduction in the number of cells expressing PCNA at 2 dpT (Fig. 7a–g). This reduction was mainly observed in the cells lining the central canal and the injury zone, but the inhibitory effect was less pronounced in the meningeal cells.

**Fig. 7:**
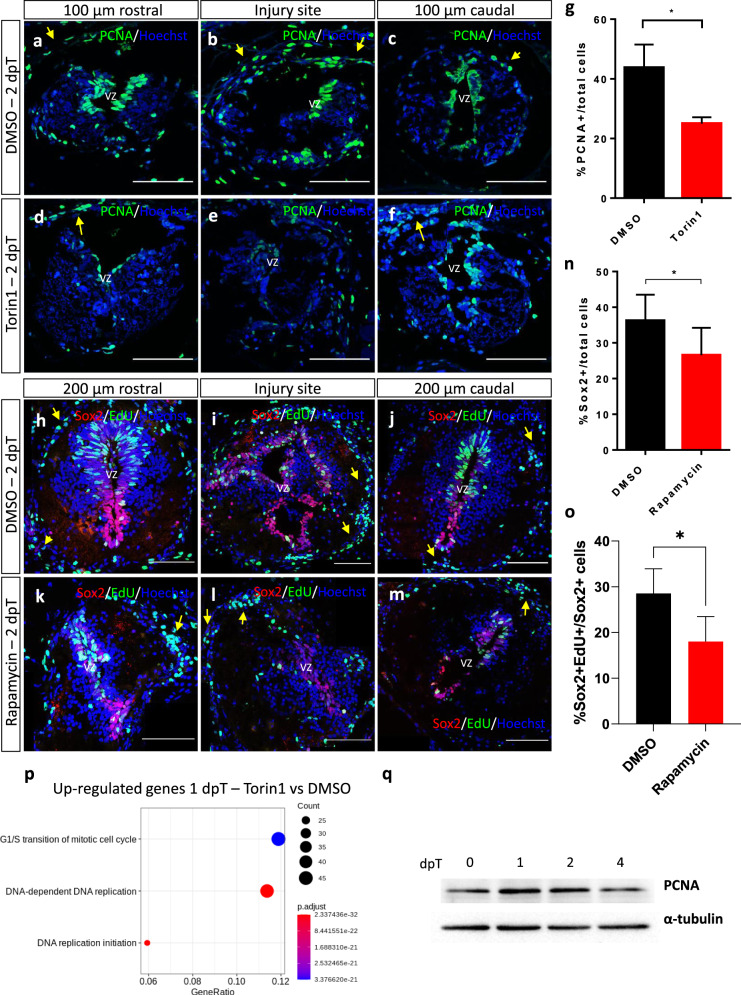
mTOR inhibition reduces cell proliferation and PCNA levels. **a**–**f** Representative images of transversal cryosections of the spinal cord, 100 µm rostral (left images) and 100 µm caudal (right images) to the injury site, obtained at 2 dpT from animals treated with **a**–**c** vehicle or **d**–**f** Torin1, stained for the proliferation marker PCNA and nuclear marker Hoechst. **g** Quantification of the percentage of PCNA^+^ cells over total cells. *P < 0.05, from a *t* test comparing Torin1 to vehicle treatments. *n* = 3 per condition. **h**–**m** Representative images of transversal cryosections of the spinal cord, 200 µm rostral (left images) and 200 µm caudal (right images) to the injury site, obtained at 2 dpT from animals treated with (**h**–**j**) vehicle or (**k**–**m**) Rapamycin, stained for the NSPC marker Sox2, EdU, and Hoechst. **n** Quantification of the percentage of Sox2^+^ cells over total cells. *P < 0.05, from a *t* test comparing Rapamycin to vehicle treatments. *n* = 3 per condition. **o** Quantification of the percentage of EdU^+^/Sox2^+^ cells over Sox2^+^ cells. *P value < 0.05, from a *t* test comparing Rapamycin to vehicle treatments. *n* = 4 per condition. **p** Three principal biological process downregulated at 1 dpT after treatment with Torin1, including a large component of genes related to G1/S transition of cell cycle and DNA replication. **q** Western blot for PCNA in total protein extracts obtained from spinal cords isolated from *X. laevis* at 0, 1, 2, and 4 dpT, α-tubulin was used as a loading control. Yellow arrow: meningeal cells, vz: ventricular zone. Scale bar = 100 μm. All the blots included in this figure were derived from the same experiment and were processed in parallel.

To further study the effects on NSPC proliferation, we provided a pulse of 5-ethynyl-2′-deoxyuridine (EdU) followed by double immunofluorescence against Sox2 and EdU. We found that mTORC1 inhibition significantly decreased the number of Sox2^+^ cells in the lesion site and sections close to it (Fig. 7h–n). In line with that, we also observed a significant decrease in the amount of EdU^+^/Sox2^+^ cell in the same zone (Fig. 7o).

Considering that our GO analysis also identified the regulation of genes involved in apoptosis after injury, we performed terminal deoxynucleotidyl transferase-mediated dUTP-fluorescein nick end labeling (TUNEL) analysis at 1 dpT. We found that inhibition of mTOR resulted in increased levels of TUNEL^+^ cells (see Supplementary Fig. S4). This result is in line with our bioinformatics analysis, suggesting a rapid downregulation of cell death after injury.

These results showed that not only mTORC1 activation is necessary for proliferation of NSPCs but also the decrease of Sox2 cells close to the lesion site suggest a possible role in cell migration and cell death.

### Effect of mTOR inhibition in early gene expression after SCI

It has been described that mTOR pathway not only regulates protein synthesis but that its inhibition also affects gene transcription^37^. Thus, the effect of mTORC1 inhibition in the transcriptome deployed after SCI was evaluated. For this, animals were incubated with Torin1 or vehicle during the first 24 hpT, spinal cords were isolated at 1, 2, and 4 dpT, and mRNA-seq analysis was performed. 

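Torin1 is an inhibitor of the mTOR kinase and was applied at 1 µM, with 0.05% DMSO as the vehicle. There was 1 library per treatment and day, 6 in all, each from a pool of 15 spinal cords according to the paper's methods. The authors mapped these reads with Bowtie2 and RSEM to the same transcriptome, and the deposited tables give the expected count and TPM of the same 45099 gene models as in the time series. The expected counts totalled 28.5 M for DMSO and 21.2 M for Torin1 at 1 dpT, 30.8 and 28.9 M at 2 dpT, and 32.5 and 30.8 M at 4 dpT. With a single library per group there is no estimate of the spread between replicates, so a difference described for this experiment is a difference between those libraries. Rounded expected counts of each day were compared here by edgeR's exact test, normalized by library size only, with an assumed biological coefficient of variation of 0.2. Genes with at least 1 count in either library were tested, which were 34466, 34830 and 35089 genes at 1, 2 and 4 dpT.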

Differential gene expression was calculated using edgeR; we consider as differentially expressed those genes with a fold change ≥2 (upregulated) or ≤2 (downregulated) and also having a *p* value ≤ 0.01. There were 787, 356, and 212 genes identified as differentially expressed at 1, 2, and 4 dpT, respectively (see Supplementary Fig. S5a–c and Table S7).

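Under the same thresholds, a 2-fold difference and an unadjusted p of at most 0.01, 791 genes were called here at 1 dpT (314 higher and 477 lower with Torin1), 346 at 2 dpT (122 higher and 224 lower) and 225 at 4 dpT (53 higher and 172 lower). These counts follow from the assumed spread. With a coefficient of variation of 0.1 they were 1382, 652 and 426, and with 0.4 they were 63, 45 and 31. With the value of 0.125 estimated from the transected and sham pairs of the time series they were 1314, 598 and 391. After Benjamini-Hochberg adjustment, with an adjusted p of at most 0.05 under the assumed spread, 194, 41 and 25 genes remained past the thresholds. The median of the larger of the counts of a called gene was 261 at 1 dpT, 76.5 at 2 dpT and 45 at 4 dpT, and 25, 27 and 31 of the called genes had 0 counts in 1 of the libraries. Between days, the same test called 601 genes from 1 to 2 dpT, 850 from 1 to 4 dpT and 379 from 2 to 4 dpT in the DMSO libraries, and 761, 531 and 265 in the Torin1 libraries.

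**Figure D4:**
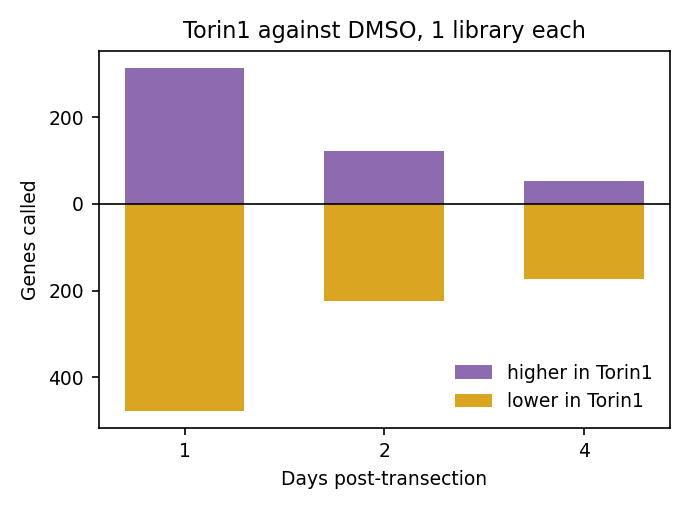
Number of genes called between the Torin1 and DMSO library (vertical axis) at each day post-transection (horizontal axis), with 1 library per treatment and day. Bars above 0 are genes higher and bars below 0 are genes lower with Torin1, with 314 and 477 genes at 1 dpT, 122 and 224 at 2 dpT, and 53 and 172 at 4 dpT.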

We found that a large group of genes related to G1/S transition of mitotic cell cycle and DNA replication initiation were downregulated at 1 dpT in animals treated with Torin1 (Fig. 7p), which is consistent with the results observed for PCNA and EdU^+^/Sox2^+^ (Fig. 7a–o). Of note, a negative fold change of 2.7 and 4.1 for mRNA of both PCNA homeolog genes was observed in the mRNA-seq analysis, while no differential gene expression was observed for sox2 gene (data not shown). This is in agreement with the finding that PCNA protein levels increase at 1 and 2 dpT in animals without mTORC1 inhibition (Fig. 7q and see Supplementary Fig. S5d). Furthermore, we also found a significant upregulation of casp3 mRNA at 1 dpT (fold change of 2.9, see Supplementary Table S7), which is in agreement with the TUNEL analysis described above.

Among the upregulated genes at 1 dpT, we found an enrichment in genes associated with macrophage chemotaxis and positive regulation of IL-4 production, suggesting a strong regulation of the immune response (see Supplementary Information Fig. S5e). 

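The genes called on different days overlapped in part. The calls at 1 and 2 dpT shared 75 genes, and 43 of these differed in the same direction. The calls at 1 and 4 dpT shared 35 genes, 27 of them in the same direction, and the calls at 2 and 4 dpT shared 43 genes, all in the same direction. All 3 days shared 13 genes. The animals had been exposed to Torin1 during the first 24 hpT, so the libraries of 2 and 4 dpT were taken after the end of the exposure. From the gene classes enriched among the genes called at 2 and 4 dpT, the paper proposes that early inhibition of mTORC1 could have a prolonged effect.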

At 2 and 4 dpT, an enrichment of genes (upregulated or downregulated) associated with the immune response and other biological processes was also observed, suggesting that an early inhibition of mTORC1 could have a prolonged effect in many process involved in spinal cord regeneration (see Supplementary Information Fig. S5f–i).

All together, these results show that an early and transitory inhibition of mTORC1 have a negative effect on NSPC proliferation. We suggest that these could explain the negative effects in swimming recovery when mTORC1 is inhibited. In addition, this analysis suggests an early regulation of cell death and immune response by mTORC1 that could also contribute to the effects on spinal cord regeneration.

## Discussion

Here we performed a high-resolution expression profiling analysis of the first 21 h after spinal cord transection, which led to the identification of the transcriptome changes deployed during this early response, allowing the delineation of the regenerative program deployed after spinal cord transection, particularly those steps involved in the activation of NSPC (Fig. 8), and the identification of the mTORC1 pathway as a key component in the activation of this process.

**Fig. 8:**
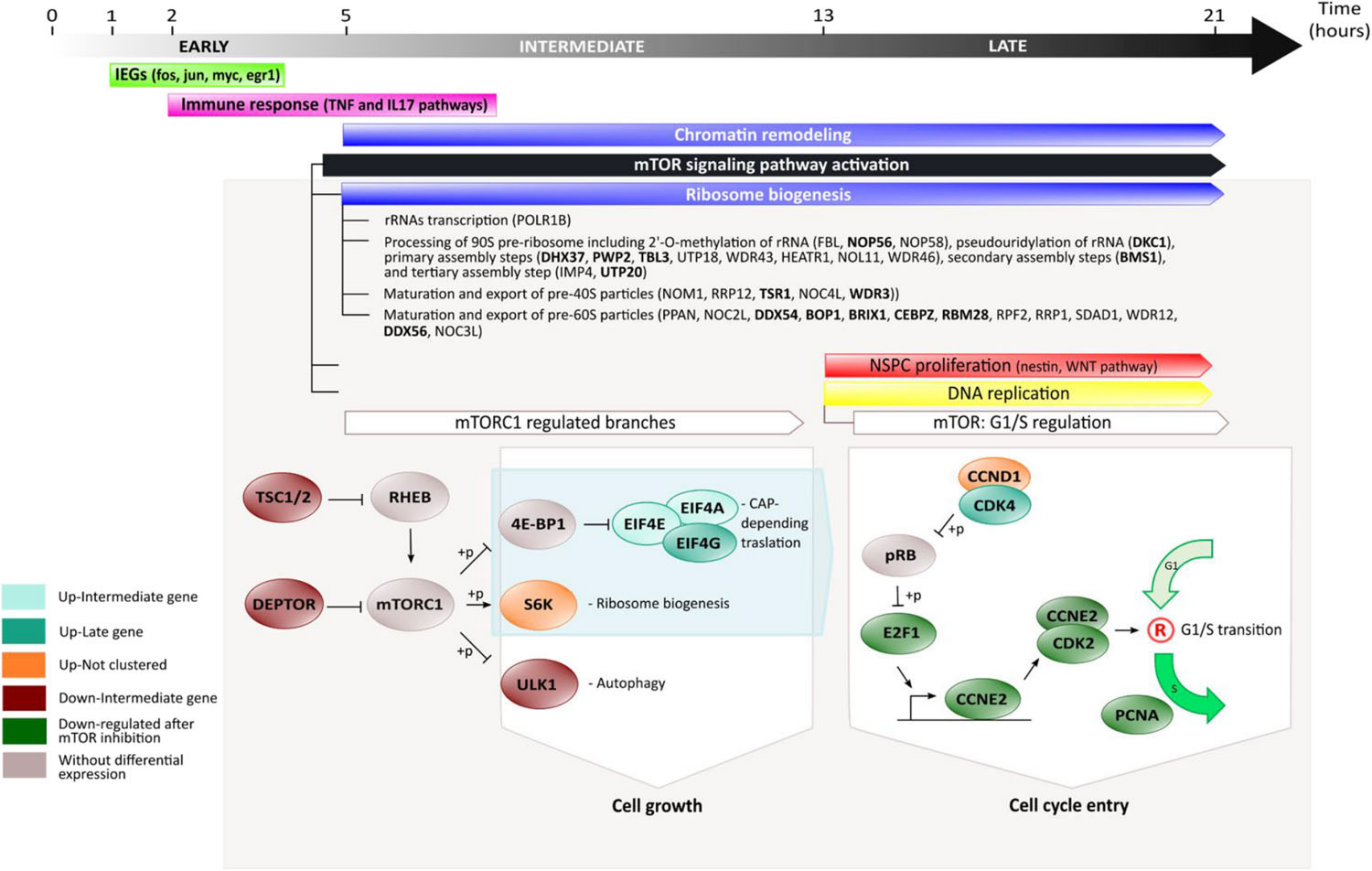
Summary model of early transcriptional response after SCI in *X. laevis*. In early modules, around 2 hpT, occur a rapid and transitory activation of IEGs (module E1, green yellow in Figs. 2a and 3) followed by immune response genes (module E2, magenta in Figs. 2b and 3). Posteriorly, in intermediate modules, around 5 hpT, an increase in genes associated with chromatin remodeling is observed (modules I3, blue in Figs. 2e and 3), as well as regulation of several biological events, including activation of mTORC1 (module D1, black in Figs. 2f and 3). Apparently, mTORC1 would act as key regulator over important cellular processes, such as protein synthesis regulation and ribosome biogenesis (module I3, blue in Figs. 2e and 3) observing a strong upregulation of RBFs linked to self-renewal of neuroblast (highlighted in bold), and NSPC proliferation (module L2, red in Figs. 2i and 3) and DNA replication (module L3, yellow in Figs. 2j and 3) in late modules, regulating the G1/S transition.

A first step in the response to any insult is the rapid activation of primary response genes (PRGs)^24^. PRGs are classified into two groups of genes: IEGs, which reach their peaks within 30–60 min after the stimulus, and delayed early genes with their maximum expression at about 120 min after stimulus^38^. The change in expression levels of these genes is characterized by no need of protein synthesis. IEGs correspond mainly to transcription factors, commonly activated in response to different stimulus, and responsible for remodeling the cellular transcriptome, generating the onset of secondary response genes (SRGs), which induce a specific response to detected stimulus^25,39^. Interestingly, almost half of the genes grouped in module E1 correspond to IEGs, including fos, jun, and myc (Fig. 8), suggesting a role for them in the regenerative response. Similar results have been reported in planaria, showing that the activation of IEGs within the first 30 min after wounding is necessary for proper regeneration^40^. Furthermore, the Echeverri group recently showed that Fos can have opposing effects over spinal cord regeneration on axolotl, suggesting that the presence of different dimerization partners can modulate distinct regenerative responses^41^. Regarding SRGs, the intermediate and late modules depicted here have kinetics of expression with patterns similar to those described for SRG, which are usually involved in the maintenance of an effective response to the corresponding stimulus^24,42,43^. Our findings suggest a strong conservation of the kinetic reported for these first responders, even in a complex process such as spinal cord regeneration. Future studies are necessary to confirm that genes in E1 correspond to IEG, specifically validating that they do not need protein synthesis for their activation, as well as to identify their function in the onset of this regenerative program.

Immediately after 2 hpT, an increase in genes associated with immune cell migration was detected, suggesting an early role for innate immune cells. These cells are known to play a role in early stages of wound healing, and are required for proper regeneration principally through cytokine secretion, and favoring the clearance of death cells and deposited material^44^. In agreement with the above, among the intermediate module I1 at around 4 hpT, a big component of genes associated with chemotaxis and immune response was detected, suggesting that innate immune response plays an important and sustained role during the first few hours after SCI (Fig. 8), similar to what has been reported in zebrafish^45^. Furthermore, mRNA-seq assays at 1 dpT using Torin1 reported an increase in genes associated with macrophage migration and positive regulation of IL-4 production (Fig. S5e), suggesting that mTORC1 is also involved in the regulation of early innate immune response.

At 5–6 hpT, we observed an enrichment of components of three interconnected processes: (1) downregulation of negative regulators of mTOR (*tsc2* and *deptor*, Fig. 8), (2) downregulation of positive regulators of autophagy (*ulk1*, Fig. 8), and (3) upregulation of genes associated with ribosome biogenesis (*rps6kb1*, RBFs, and components of EIF4F complex, Fig. 8). These data suggest that the activation of mTOR promote a cell growth stage that is necessary for cell cycle entrance^46^, which in our context could be associated with NSPC activation.

Previously, it has been reported that translational activation is one of the earliest events in transition from quiescence to activation of NSPC^47^ and mTORC1 is a key regulator of ribosome biogenesis and protein translation^48,49^. In intermediate modules, an upregulation of RBFs and protein synthesis was observed, suggesting that this is a process sustained in time and that mTOR activation is maintained, which is supported by high levels of p-S6 observed at 21 hpT (Fig. 4d–h). In this context, the identified RBFs are involved in different steps of ribosome biogenesis and several of them have been reported as necessary for self-renewal in neuroblasts (Fig. 8, highlighted in bold)^30^, which would support in part the association between these processes and NSPC activation in our model.

Even more, at 13 hpT, the time at which L2 and L3 modules reach a peak, we identify an increase in genes associated with stem cell proliferation and neurogenesis like nestin and components of WNT pathway (wnt7b, fzd2, fzd3, and ctnnb1). Also, key genes involved in transition from G1 to S phase as cdk4, e2f1, cdk2, and ccnd1 (Fig. 8) were identified, suggesting a successful progression through cell cycle in NSPC during the first day after lesion. This data fits with our previous finding showing that NSPC start to proliferate between 1 and 2 dpT and are necessary for spinal cord regeneration^18–20^.

In agreement with the model depicted above, we detected an activation of mTORC1 at 12 hpT, attaining a maximal peak at 1 dpT, and decreasing significatively with respect to control at 4 dpT. The pathway is mainly activated in NSPC, meningeal cells, and ventrolateral neurons. This supports a possible activation of mTORC1 leading to an increased rate of protein synthesis in NSPC, which could be necessary for NSPC activation^46^, as well as regulating cap-dependent translation of pro-neurogenic mRNAs^50^. In line with this, we found that early inhibition of the mTOR pathway reduce proliferation of NSPCs.

This is further supported with the finding that mTOR inhibition resulted in the downregulation of genes associated with the cell cycle G1/S transition at 1 dpT, including genes associated with cell cycle checkpoint, *ccne2* and *cdk2*, as well as its transcriptional regulator, *e2f1* (Fig. 8). This is in accordance with a previous report showing that mTORC1 is able to regulate *ccnd* and *ccne*, translationally and transcriptionally, both directly implicated on the G1/S transition^51^. As a consequence of the latest, a downregulation of gene expression levels of PCNA was observed after mTORC1 inhibition at 1 dpT, which is concomitant with reduced levels of cells in proliferative state close to injury site at 2 dpT in animals treated with Torin1 (Fig. 7a–g). It is important to consider that PCNA, a key protein during DNA replication, is significantly induced during the first 2 days of spinal cord regeneration (Fig. 7q). Altogether, our data suggest that mTORC1 plays a key role during early stages of spinal cord regeneration in *X. laevis*, activating NSPC proliferation through translational activation, and later mediating G1/S transition. This role in NSPC activation probably explains in part the disruption of functional recovery.

Many questions remain open regarding the role of mTORC1 in NSPC activation, particularly the identification of the upstream regulators that trigger mTOR signaling after injury, and the specific RNAs and/or proteins regulated by this pathway in order to regulate NSPC proliferation^52^. With respect to upstream regulators for mTOR signaling, gradients of Ca2^+^ and reactive oxygen species are deployed minutes after tail amputation in *Xenopus*^53,54^; both diffusible signals have been previously reported as activators of phosphoinositide-3 kinase (PI3K)/Akt/mTOR pathway^55,56^, which could be correlated with its early activation. In addition, transcriptomic data reported a dual activation of PIK3R3, a regulatory subunit of PI3K that is associated with proliferation^57^. This gene showed an early and transitory activation followed by a late and sustained activation, which was also shared by PI3KR2-like, another regulatory subunit of PI3K. Also a late downregulation of PIK3IP1, a negative regulator of PI3K pathway, was observed. Thus, a possible role of PI3K upstream of mTOR pathway during spinal cord regeneration would be interesting to analyze in future research.

Another question that remains open is about the role of mTORC2 in early stages of spinal cord regeneration. A downregulation of mSin1 (also known as MAPKAP1, mitogen-activated protein kinase-associated protein 1) was observed in our transcriptomic data (see Supplementary Table S2), and an increase in the phosphorylation levels of S6 protein, which is correlated with an activation of S6K, was detected experimentally (see Fig. 4). Both observations have been associated with a reduced activity of mTORC2^58,59^, suggesting low levels of mTORC2 activity during early stages of SCI in *X. laevis*, and consequently that most of the effect of the inhibitors is explained because of the impact on mTORC1.

Finally, with respect to other implications of mTOR, it is known that mTORC1 pathway activation promotes axon regeneration after optic nerve injury^60^. mTORC1 could play a similar role in *Xenopus* spinal cord regeneration, implicating a conserved role of mTOR as a component of the intrinsic mechanism of axon regeneration, and could explain the decrease in the number of axons crossing the injury site observed after mTOR inhibition. A possible role of mTORC1 in axon regeneration could be another explanation for the diminished swimming recovery, prompting to the future testing of the effect of this pathway in axonal regeneration in this model system.

## Methods

### Animal husbandry

*X. laevis* tadpoles were generated by natural mating and cultured as described previously^17^. Animals were grown until Nieuwkoop and Faber stages 49–51 for experiments. Animal procedures were approved by the Scientific Ethics Committee for the Care of Animals and Environment of the Pontificia Universidad Católica de Chile.

### Experimental conditions and surgical procedures

Three experimental conditions were used: transected, sham, and uninjured animals. Transected and sham procedures were performed according to previous publications^17,20^. Briefly, animals were anesthetized for 2 min on 0.02% MS222, followed by a dorsal incision at mid-thoracic level, cutting the skin and muscle to expose the spinal cord for sham animals, and a second step in which the spinal cord was transected at the same anatomical level interrupting all ascending and descending axonal tracts for transected animals. After surgery, animals were left on 0.1× Barth (8.9 mM NaCl; 102 μM KCl; 238.1 μM NaHCO_3_; 1 mM 4-(2-hydroxyethyl)-1-piperazine-ethane sulfonic acid; 81.14 μM MgSO_4_; 33.88 μM Ca(NO_3_)_2_; 40.81 μM CaCl_2_, pH 7.6) with antibiotics (100 μg/ml penicillin and 100 μg/ml streptomycin) until spinal cord isolation, as previously described^17^.

### Spinal cord isolation

For each experimental point, 10–12 spinal cords were isolated to obtain enough material for sequencing. For this, a region of 8–10 mm was isolated from the spinal cord caudal to the injury site from transected animals and a similar region from control animals^17,20^. Proper isolation of the spinal cords, at a precise time, is needed for the success of the time-series experiment. Thus, sampling for transected and sham conditions were composed of three steps: (1) 24 h before surgery, animals were accurately selected, staged to have enough stage 50 tadpoles, and maintained in 0.1× Barth; (2) at surgery time, animals for each condition were split in six different pools, which were composed by 2 + 2 *N* animals each one, where *N* correspond to time points in the time series, and surgery was performed to each pool every 5 min, alternating pools that were transected and sham-operated; (3) once the proper time for each pool was completed, two spinal cord were isolated for each one to complete 10 spinal cords (series S1, S1’, S2, and S2’) or 12 spinal cords (S3, S4, S5, S6, S3’, S4’, S5’, S6’, S7, and S8). These spinal cords were immediately stored in RNAlater. Uninjured samples were obtained through a similar 3-step process, but no previous surgery was performed. For mTOR Inhibition mRNA-seq, animals were selected and maintained in 0.1× Barth with antibiotics. The next day, animals were transected and divided into two groups, one was incubated for 24 h in 0.1× Barth with antibiotics + 1 µM Torin1 and the other in 0.1× Barth with antibiotics + 0.05% dimethyl sulfoxide (DMSO). At 1, 2, and 4 dpT, spinal cords from 15 animals of each group were isolated and stored immediately in RNAlater.

### Library preparation and mRNA-seq

Total RNA extractions were performed using the RNeasy Mini Kit (Qiagen, MD, USA), including a DNase I treatment to avoid genomic DNA contamination^20^. RNA concentration and purity and RNA integrity number were measured using Nanodrop and Bioanalyzer 2100, respectively. PolyA+ RNA-seq libraries were prepared for each time series with the TruSeq RNA Library Prep Kit v2 (Illumina) using between 120 and 500 ng of total RNA as starting material. For mTOR inhibition mRNA-seq, libraries were constructed using 1 µg of total RNA as input. The libraries’ quality was determined using Bioanalyzer 2100 and a mean size of 300 bp was obtained for all libraries. Posteriorly, time-series and mTOR inhibition libraries were sequenced using the HISeq-2000 and HISeq-4000 platforms (Illumina).

### Bioinformatics analysis and data consistency

Sequencing quality was determined using the FASTQC software^61^, with 96% of the bases having a quality score >Q30 (mean quality score Q37.1; Table S1). Libraries were mapped to the model transcriptome v9.1 of *X. laevis* (Xenbase)^62,63^ using Bowtie-RSEM for time-series mRNA-seq^64,65^ and Bowtie2-RSEM for mTOR inhibition mRNA-seq^65,66^, using default parameters established by RSEM. Genes with five or more counts in at least four temporal points were defined as genes detected consistently in time-series mRNA-seq.

Reproducibility among time-series mRNA-seq samples was evaluated by Spearman correlation coefficient over gene counts normalized with variance stabilizing transformation (VST) method of DESeq2^67^. Gene counts normalized with VST was also used as input for batch effect correction using ComBat function included in SVA package, as it has been demonstrated as a suitable adjust for known batches^68^.

To ensure that the sampling kept an adequate tracking of the biological processes within each series, and among the different series, the consistency of the data was evaluated. A high degree of internal consistency for neighboring points within each time series, in the transected condition, was observed using Spearman correlation coefficients (0.99 ± 0.006; Supplementary Fig. S6a). 

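Over the 35 pairs of neighbouring transected libraries, the correlation calculated here from variance-stabilised counts of 32328 genes was 0.9882 ± 0.0056 (SD over pairs) and ranged up to 0.9965. The pairs include the 0 h libraries of S1 to S3, but not those of S4 to S6, whose next sample was hours later. Pairs of libraries share members and are not independent, so no test was made on these values. Deposited TPM values, the alternative that moved the correlation most, gave 0.979 ± 0.0091 over the same pairs.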

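The repeated 0 h libraries correlated at 0.9846 in S1 and at 0.9881 in S2. The difference between these values was smaller than the SD over pairs of neighbouring libraries.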

The correlations calculated for neighboring points were very similar to the ones obtained for the biological replicates at 0 hpT, included in series 1 and 2, which were 0.98 and 0.99, respectively (Supplementary Fig. S6a), indicating that neighboring points could function as pseudo-replicates in high-resolution time series^21^. 

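In the sham condition the correlation of neighbouring libraries was 0.9878 ± 0.0062 (SD, n = 35 pairs). In the uninjured condition it was 0.9844 ± 0.0147 (n = 22 pairs). Between 1 and 21 h, the 3 uninjured pairs that include a 12 h library correlated at 0.9299 to 0.981, and the other 18 pairs at 0.9834 to 0.9928. The 12 h libraries of S7 and S8 correlated with each other at 0.9865.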

Similar results were observed for correlation coefficient of neighboring points in sham and uninjured conditions, 0.99 ± 0.007 (Supplementary Fig. S7a) and 0.98 ± 0.017 (Supplementary Fig. S8a), respectively.

Furthermore, the correlation coefficient between overlapping points was calculated in different series, and although still strong, they were found to be slightly lower than those calculated for the biological replicates and pseudo-replicates (0.96 ± 0.018; Supplementary Fig. S6b). 

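For transected libraries of the same hour in different series the correlation was 0.9672 ± 0.0158 here (SD, n = 15 pairs), with a lowest value of 0.9395. The difference from neighbouring libraries of 1 series is larger than the SD among either set of pairs.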

Something similar was obtained when the 0 hpT time points for each series were calculated (0.95 ± 0.022; Supplementary Fig. S6b, inset). 

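For the 8 shared 0 h libraries, pairs from different series correlated at 0.9534 ± 0.0179 (SD, n = 26 pairs). The 0 h libraries of the uninjured series correlated at 0.9589 ± 0.0198 with those of the other series (n = 16 pairs) and at 0.992 with each other (n = 1 pair).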

Considering that the expression at 0 hpT corresponds to the basal expression level for each time series, we reasoned that the multiple sampling processes and different batches of animals contributed to generate a batch effect, which could explain the differences on gene expression levels for basal and overlapping points during construction of some gene expression profiles (Supplementary Fig. S9a–d). Combat function of the SVA package was applied to all our data, to correct these batch effects, improving the correlation coefficients of the basal (0 hpT) and overlapping points, 0.99 ± 0.004 and 0.99 ± 0.003, respectively. 

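After ComBat with condition and time as covariates, the correlation was 0.9896 ± 0.0042 between 0 h libraries of different series (SD, n = 26 pairs) and 0.9911 ± 0.0032 between transected libraries of the same hour (n = 15 pairs). The lowest of the latter was 0.9812, between the 12 h transected libraries of S4 and S5. The covariates tell ComBat which libraries share an hour and a condition, and without them the correlations were 0.9841 ± 0.0026 and 0.9864 ± 0.0036.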

After these corrections, a better fit was observed between the time series, especially for those genes particularly affected by batch effects (Supplementary Fig. S6c and S9a’–d’).

In case of sham samples, we observed an improvement in pairwise correlation for overlapping points after batch effect correction from 0.97 ± 0.014 (Supplementary Fig. S7b) to 0.99 ± 0.003. 

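For sham libraries of the same hour in different series, the correlation calculated here was 0.9693 ± 0.012 before and 0.9911 ± 0.0028 after correction (SD, n = 15 pairs).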

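After 0 h, S7 and S8 shared the hours 12 and 13 h. These 2 pairs of uninjured libraries correlated at 0.9795 ± 0.0099 (SD) before and at 0.9743 ± 0.0054 after ComBat with covariates, and at 0.9863 ± 0.0047 after ComBat without covariates. The 0 h libraries of S7 and S8 correlated at 0.992 before and at 0.9762 after ComBat with covariates.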

While for the uninjured condition, similar results were reported before (0.98 ± 0.012, Supplementary Fig. S8b) and after (0.98 ± 0.005) batch effect correction, probably because this condition was just sampled in two time series, and the batch effect was slightly higher than in the transected condition. 

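The difference between conditions was measured in each of the 36 pairs as the root mean square of the transected minus sham difference in variance-stabilised counts, which are on a log2 scale, over all 32328 genes, whether or not they were called. It was 0.394 ± 0.043 at 0.5 to 2 h (SD, n = 10 pairs), 0.352 ± 0.034 at 3 to 6 h (n = 5), 0.356 ± 0.035 at 7 to 10 h (n = 5), 0.411 ± 0.113 at 11 to 15 h (n = 7) and 0.409 ± 0.032 at 16 to 21 h (n = 9). The correlation of this distance with hours after surgery had a Pearson r of 0.211 (two-sided permutation test, p = 2.3e-01) and a Spearman rho of 0.221 (p = 1.9e-01, permutation), and the Benjamini-Hochberg adjusted values over the 8 relations computed were 4.6e-01 and 5.1e-01. Without the 2 pairs farthest from the median hour, r was 0.143. With the smaller total of the libraries of each pair held constant, r was 0.309 (permutation test, p = 6.9e-02, adjusted 2.8e-01). The corresponding rho was 0.327 (permutation test, p = 5.1e-02, adjusted 4.0e-01). Within series, r was -0.004 in S3 (n = 6, exact permutation p = 1.0), -0.581 in S4 (n = 7, exact permutation p = 1.6e-01), -0.26 in S5 (n = 9, exact permutation p = 5.7e-01) and 0.83 in S6 (n = 6, exact permutation p = 5.6e-02, adjusted 2.8e-01). The corresponding rho values were -0.257, -0.5, -0.1 and 0.771, with exact permutation p = 6.6e-01, 2.7e-01, 8.1e-01 and 1.0e-01, and S1 and S2 held too few pairs to be tested alone. The largest distance, 0.653, was that of the 12 h pair of S5, and the relations over all pairs and within S5 include it.

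**Figure D5:**
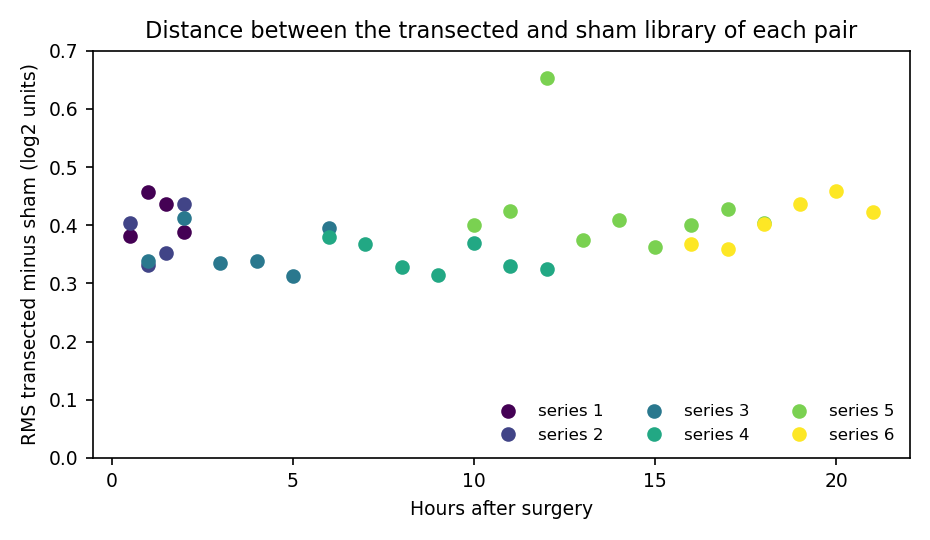
Root mean square transected minus sham difference of each pair, in log2 units over 32328 genes (vertical axis), against hours after surgery (horizontal axis), with pairs coloured by series. The 36 pairs show no correlation with time that passes a permutation test (r = 0.211), and the 12 h pair of S5 lies highest at 0.653.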

Finally, for a better comparison among conditions, a three-dimensional principal component analysis plot is included (Supplementary Fig. S8c), showing a strong difference in differentially expressed genes between the transected and control conditions, which increases with time, thus validating the sampling and data processing.

### Differential expression analysis

For time-series mRNA-seq, differential gene expression analysis was performed using Gaussian Processes, as previously reported^21^, over the list of genes consistently detected. Briefly, for each gene, two possible hypotheses were tested and compared: a null hypothesis in which the gene expression profiles are best fitted by one single Gaussian Process model, non-differential gene expression, and an alternative hypothesis where the gene expression profiles are better fitted by two different Gaussian Process models, temporal differential gene expression. To choose between both hypotheses, the log marginal likelihood of each one was compared using BIC, a BIC > 0 indicates a preference for the alternative hypothesis of two Gaussian Process models. Two different comparisons were done, transected-vs-sham and transected-vs-uninjured, and were selected for further analysis those genes with BIC ≥ 10 for both comparisons because these were considered as strongly deployed in response to SCI. This cut-off has been described previously as a strong evidence for alternative hypothesis in model selection when BIC is used^23^. For mTOR inhibition mRNA-seq, differential expression analysis was performed following a protocol for experiments without replicates using edgeR^69^. Briefly, gene counts were normalized based on library size and later differential gene expression was tested applying the function exactTest, using a biological coefficient of variation of 0.2. To determine differential gene expression, |Log2 (fold change)| ≥ 1 and *p* value ≤ 0.01 were used as cut-off.

### Weighted gene co-expression network analysis

WGCNA^70^ was performed over transected data corresponding to genes differentially expressed with a BIC ≥ 10. Initially, a similarity matrix was calculated for gene expression profiles using biweight midcorrelation (bicor) coefficient, which is less sensible for outliers^71^. Posteriorly, to determine connection strengths between network nodes, a signed hybrid adjacency matrix was calculated, based on correlation measures using a soft-thresholding power equal to 15 (*β* = 15) which was estimated by *pickSoftThreshold* function to satisfied the scale-free topology property of the co-expression network^70^. Then, adjacency matrix was transformed to a topological overlap matrix, and its corresponding dissimilarity matrix was used as input for the hierarchical clustering algorithm to identify co-expression modules on the network^70^. Posteriorly, a change point analysis was performed over representative expression profile of each module using Bayesloop, to determine an approximate time at which gene expression is changing in each co-expression module^72^.

### GO and KEGG pathway enrichment analysis

Protein-coding sequences in the model transcriptome of *X. laevis* were first mapped onto the NCBI non-redundant protein database for mouse, human, zebrafish, chicken, fly, and worm using BlastP (-evalue e-5 -max_target_seqs 5)^73^, and InterProScan was used to identify protein domains^74^. Subsequently, the data were integrated into Blast2GO, and GO terms were assigned to each gene^75^. An enrichment analysis was performed to each module using clusterProfiler^76^, specifically for genes with Module Membership ≥0.6. A *p* value cut-off of 0.01 in Fisher’s Exact Test was chosen for enrichments. To reduce redundancy in the enrichment analysis of time-series mRNA-seq, GO terms that meet at least one of the following criteria were chosen: (1) ≥5 genes in co-expression module are associated with this, (2) at least 15% of genes in co-expression module are associated with this, or (3) at least 15% of genes used as background in enrichment analysis that are associated with this are present in co-expression module. Finally, GO terms were clustered based on semantic similarity and genes associated with them, using DBSCAN algorithm, and representative GO term in each cluster was selected based on the highest *x-*value, which was defined as product of –Log10 (*p* value) calculated for GO term and the sum of BIC for genes associated with this, $$x\mbox{-}{\rm{value}}_{{\rm{GO}}\;{\rm{term}}} = - {\rm{Log}}(p\;{\rm{value}})_{{\rm{GO}}\;{\rm{term}}}\times{{{\mathrm{{\Sigma}}}}}{\rm{BIC}}_{{\rm{GO}}\;{\rm{term}}}$$. For mTOR inhibition mRNA-seq, three GO terms with the biggest gene ratio in each enrichment were visualized using clusterProfiler.

For KEGG pathway analysis, protein-coding sequences in model transcriptome of *X. laevis* were also mapped onto the NCBI non-redundant database for human proteins using BlastP (-evalue e-5 -max_target_seqs 5). Posteriorly, these annotations were used to calculate an enrichment against human KEGG pathway database using clusterProfiler and Fisher’s Exact Test with false discovery rate cut-off of 0.05^76^.

### Immunofluorescence

Animals were cryosectioned as previously described^17^. Briefly, animals were sacrificed using 0.02% MS222 and fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) at room temperature (RT) for 2 h or at 4 °C overnight (ON). After fixation, excess of PFA was removed, samples were dehydrated in increasing concentration of PBS–sucrose solution (5, 10, and 20%), embedded in optimal cutting temperature compound, and frozen using liquid nitrogen. Later, samples were cryosectioned (10 µm) and tissue sections were permeabilized for 10 min using 0.02% Triton in PBS, blocked for 30 min using bovine serum albumin (BSA) or goat serum; an incubation with methanol for 10 min at −80 °C was optionally performed, in order to reduce tissue auto-fluorescence (Table S8), followed by an ON incubation at 4 °C with primary antibodies. Posteriorly, tissue sections were thoroughly washed with 0.02% Triton in PBS and incubated with Alexa-conjugated secondary antibodies for 2 h at RT. Finally, after washing with 0.02% Triton in PBS, nuclei were stained for 5 min using Hoechst (1:10,000, Thermo Fisher Scientific, Waltham, USA) in 0.02% Triton in PBS. Details of antibodies and concentrations used are reported in Table S8. Immunofluorescence images were captured with a Fluoview FV10i confocal microscope (Olympus). Cell quantification and NF-stained area was performed using the Fiji/ImageJ software. For Sox2, PCNA, and Sox2/EdU analysis, we counted the positive cells over total cell number contained in a defined area of the spinal cord (200 µm rostral and 200 µm caudal to the injury site). For NF analysis, we determined the ratio between pixels stained for NF and pixels in the total area of spinal cord. In both cases, statistical differences were calculated using *t* test.

### TUNEL

Cell death was evaluated in spinal cord longitudinal sections using DeadEnd™ Fluorometric TUNEL System (TUNEL, Promega Corporation, WI, USA), following the manufacturer instructions. Briefly, 24 h after transected animals were incubated with DMSO or 1 µM Torin1, they were sacrificed and fixed with 4% PFA in PBS at 4 °C ON, and samples were dehydrated, frozen, and cryosectioned (10 µm). Spinal cord sections were permeabilized with 20 µg/ml Proteinase K, followed by fixation with 4% PFA, and incubated with the TUNEL mixture for 1 h at 37 °C. Finally, sections were stained with Hoechst 33342 (1:10,000) for 10 min and mounted with vectashield (Vector Laboratories, Burlingame, USA). Images were captured with an Olympus BX51 microscope. The number of TUNEL-positive nuclei were quantified in a defined area of the spinal cord (300 µm rostral and 300 µm caudal to the injury site).

### Western blot

Spinal cords from 12 animals were isolated at the desired time point and manually homogenized in RIPA buffer including protease inhibitor. Extracted proteins were separated by 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis, and transferred to polyvinylidene difluoride membranes. Primary and secondary antibodies were incubated separately in 3% BSA in TBS-T and revealed with SuperSignal West Pico Chemiluminescent Substrate in the iBright FL-1000 (Invitrogen). Details of antibodies and concentrations used are reported in Table S8. All blots or gels were derived from the same experiment and processed in parallel.

### mTOR inhibition

Transient mTOR pathway inhibition was performed exposing the animals for 24 h to 10 µM Rapamycin (553210, Sigma-Aldrich) or 1 µM Torin1 (ab218606, abcam) in 0.1× Barth with antibiotics, while control animals to 0.1 or 0.05% DMSO in 0.1× Barth, respectively, immediately after transection. After drug exposure, animals were maintained in 0.1× Barth with antibiotics during the course of the experiments.

### Swimming recovery assay

Free swimming distance, in animals treated with mTOR inhibitors, was evaluated by video-tracking at 10 and 15 dpT as previously reported^19^. Briefly, animals were recorded for 5 min with a video camera and the swimming paths were tracked by ANY-maze (Stoelting Co, Wood Dale, IL). Posteriorly, swimming paths were corrected using Resampling Trajectories of traja (Python package), to avoid overestimations induced by animal movements that do not generate displacement, and finally statistic differences between groups were tested using Mann–Whitney *U*-test for non-parametric data.

### Proliferation assay

Cell proliferation was evaluated using a pulse-chase assay with thymidine analog EdU. Thirty-two hpT animals were injected with 1 µL EdU dilution at a concentration of 5 mg/ml in 0.8× PBS and 16 h later were sacrificed, fixed, and processed as previously described^17^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

mRNA-seq data are available on NCBI Gene Expression Omnibus (GEO) database repository (accession number: GSE165343; token: ktwxsgagnrcpdkr). Other data or reagents are available upon request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

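The data were mRNA-seq libraries of *X. laevis* spinal cords in 2 experiments. The time series held 105 libraries in 8 series: 36 from transected and 36 from sham-operated animals between 0.5 and 21 h after surgery, 8 of the 0 h time point shared by both, and 25 from uninjured animals. The Torin1 experiment held 6 libraries, 1 for each of Torin1 and DMSO at 1, 2 and 4 dpT. Conditions, series and hours were taken from the sample labels and the paper. A transected and a sham library of the same series and hour were treated as a pair, because the paper states that sham samples were taken in parallel from the same batches of animals at equivalent time points.

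The authors mapped the reads to the *X. laevis* model transcriptome v9.1 with Bowtie and RSEM for the time series and with Bowtie2 and RSEM for the Torin1 experiment, and deposited 1 table per library. The authors' tables give an expected count for each gene, which is RSEM's estimate of the number of reads from that gene and is not normalized. The authors' tables also give a TPM (transcripts per M transcripts) for each gene, which is scaled to the library total and to transcript length. All 111 tables list the same 45099 gene models. RSEM divides reads that fit several transcripts, so the counts of similar homeologs and other near-identical copies are uncertain. None of the gene model identifiers matched an entry of the RefSeq gene table used here (44456 genes, 0 matches), and the tables hold no symbols, so genes are not named. The rule for the genes to be named in the text required a symbol, and no gene met it. The 4 gene models printed by their identifiers have the 2 largest positive and the 2 largest negative log2 differences at 16 to 21 h among those with an adjusted p under 0.05 and the same sign in every pair, and they were chosen after their values were seen.

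Expected counts were rounded to whole numbers. Library totals in the time series ranged from 10.0 to 76.6 M expected counts with a median of 18.3 M, and those of the Torin1 experiment from 21.2 to 32.5 M. Genes with 5 or more counts at 4 or more time points in at least 1 condition were kept (32328 genes). No pair of libraries had identical counts, and the largest Spearman correlation between any pair was 0.9965.

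Temporal profiles and time windows were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05). The model of temporal profiles used a natural spline with 5 degrees of freedom of log2(hours + 1) for each condition, equal to 0 at 0 h, and the series as a block, over all 105 libraries. The model of time windows used the 72 transected and sham libraries and the pair as a block. Hours of the same series served as replicates, so the p-values do not measure the spread between batches of animals. The square root of the common dispersion was 0.163 in the first model and 0.125 in the second.

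Variance-stabilised counts were made with DESeq2 1.42.0 and corrected for series with ComBat (sva 3.50.0), with condition and time as covariates. The Gaussian process comparison was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It maximised the marginal likelihood over a grid of length scales and noise ratios with a squared exponential kernel, and the score subtracted 3 times the natural logarithm of the number of values from the likelihood ratio statistic. The 8 shared 0 h libraries entered both the transected and the sham profile, and genes with a score of 10 or more were called. WGCNA was not used. Clusters were made with biweight midcorrelation, signed hybrid adjacency with a power of 15, topological overlap and average linkage, with the tree divided at the static height that gave 11 clusters of at least 30 genes with the most genes clustered. The authors' module membership and enrichment results were not used here, and claims about single genes and gene ontology terms were not analysed here.

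Each day of the Torin1 experiment was compared with edgeR's exact test, with library size normalization and an assumed coefficient of variation of 0.2, which is not estimated from these libraries. Genes with an absolute log2 difference of at least 1 and an unadjusted p of at most 0.01 were called.

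The count tests and the Gaussian process score were tested on simulated data with 200 changed genes. The changed genes were well counted and differed at least 2-fold. In the simulated time series they changed only at 11 to 15 h and 16 to 21 h. Unchanged genes had the mean level of their series plus independent noise, without drift over hours or a step in S5. The values are therefore best-case values, and smaller changes were not simulated. edgeR's spline test called 200 of them between transected and sham animals and 162 between transected and uninjured animals, with 7 and 6 unchanged genes among its calls. The window test called 199 and 200 at 11 to 15 h and 16 to 21 h, with 9 and 11 unchanged genes, and its calls of changed genes in the earlier windows were not simulated. The Gaussian process score called 198 and 196 in the comparisons with sham and uninjured animals, with 8 and 2941 unchanged genes. The clustering was tested on a separate simulation and recovered 4 of 4 profiles, of which 1 was a transient rise (pulse). The number of clusters had been set to 4 in advance, so the number itself was not tested. The pulse was bell-shaped, and its width setting is a scale that is smaller than its full width. With a setting of 6 h, 99.8% of the profile genes were clustered and 100 pulse genes lay in 1 cluster. With a setting of 2 h, these values were 94.5% and 79, so shorter pulses were recovered less fully. The simulated profiles had been changed after a first version in which short pulses were not separated. In the test of 1 library against 1, where no spread can be estimated, 198 of 200 changed genes were called, and 253 of 33484 genes were called without being changed, which was 56.1% of all calls.

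The alternatives tried were other normalizations, tests, gene filters, thresholds, blocks, splines, time scales, kernels, batch corrections and cluster settings, thinning of deeper libraries, and leaving out each series or, in windows with 5 pairs, each pair. Sums over homeologs, lists of named genes and tests of single named genes were planned but could not be run without gene names. Counts of called genes were also compared with counts after condition labels had been exchanged, within pairs for transected and sham libraries and among libraries of the same hour in the comparisons with uninjured animals, with ComBat repeated for the Gaussian process score. Figures were drawn with matplotlib 3.10.9.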

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

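All tests in this part were chosen after the result was seen. Single values were compared with the rest of their group by Dixon's ratio in 41 groups of 4 to 10 libraries or pairs, and 6 groups passed the critical value where chance alone gives about 2.

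The 6 h sham library of S4 stood apart from the other sham libraries of S4. Its 100 most counted genes took 20.3% of the counts, against 16.8% to 17.4% in the others, and its mean Spearman correlation with the others was 0.987, against 0.990 to 0.993. Its depth was not unusual, with 17.4 M expected counts in a group that ranged from 16.6 to 35.8 M. A response at 6 h common to the sham animals of S3 and S4 would also be seen in the 6 h sham library of S3. There the 100 most counted genes took 17.1%, close to the values of the other S4 libraries. Without the pair that holds this library, 1267 genes were called at 3 to 6 h in place of 1398. Its depth does not explain why this library stood apart. The S3 library argues against the hour, but it is 1 library from other animals and cannot exclude a response at 6 h limited to S4. Differences in dissection or library preparation of that pool were not tested.

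The depth of 3 libraries stood apart from their groups. The 15 h sham library of S5 held 27.7 M expected counts (others 13.0 to 20.4 M), a value at the critical limit. The 18 h transected library of S5 held 76.6 M (others 14.7 to 27.5 M), and the 16 h transected library of S6 held 33.5 M (others 15.8 to 20.7 M). Depth could move a profile, since deeper libraries have less counting noise. The mean Spearman correlation with the rest of the group was 0.978 for the first (others 0.967 to 0.982), 0.987 for the second (others 0.971 to 0.987) and 0.993 for the third (others 0.991 to 0.993). To the precision given, the second and the third both lay at the upper end of their groups, where depth alone would place them, so an effect of depth remains possible for both. The design gives no biological explanation for depth, and none was tested.

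The distance between the transected and sham libraries of the 12 h pair of S5 was 0.653 in log2 units, against 0.325 to 0.425 in the other pairs of the 11 to 15 h window. The 12 h pair of S4, taken at the same hour from other animals, had a distance of 0.325, so the hour does not account for it. The libraries of the S5 pair lie on different sides of the step within that series, and the 12 h transected library was at a distance of 0.356 from the 13 h sham library, which lies on its own side. The large distance is therefore consistent with a technical difference between the parts of S5.

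The difference between transected and sham animals was not the same at 16 to 21 h as at 0.5 to 2 h for 9317 genes (interaction in edgeR's window model, adjusted p under 0.05). It was more positive for 4706 and more negative for 4611 of them. The number of series with pairs in both windows was 0, so a difference between batches of animals cannot be told apart from the time after surgery, and the biological reading remains a hypothesis.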

How the results depend on the processing

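The main settings and their alternatives were chosen before the data were examined, except for 5 alternatives added afterwards: S5 treated as 2 parts, leaving out the uninjured 12 h libraries, leaving out the 12 h pair of S5, thinning the deepest library, and thinning every library to the smallest total. No added alternative was used as the main setting. Apart from the tests named here, the cause of a change was not tested.

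For temporal profiles in edgeR, transected against sham animals gave 11306 genes, against uninjured 7037, both 5071, and sham against uninjured 1624. DESeq2's size factors, no gene filter, a spline with 3 degrees of freedom and leaving out the uninjured 12 h libraries kept every one of these counts within 1.5 times. Without the series as a block (no replicate block), the counts were 6067 against sham, 21061 against uninjured and 20137 between sham and uninjured. At an adjusted p under 0.01 they were 4267 against uninjured, 3272 in both and 389 between sham and uninjured. The comparison of sham with uninjured animals was the least stable, with 3048 genes by DESeq2's likelihood ratio test, 4150 with time in hours and 328 with S5 in 2 parts. Across the 6 fits that each left out 1 series, counts ranged from 3898 to 7659 against uninjured, from 3172 to 5128 in both and from 159 to 4369 between sham and uninjured animals. More genes were called against sham than against uninjured in all of these fits except the one without the block.

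For the Gaussian process score, the counts were 5400 against sham, 16588 against uninjured, 4869 in both and 12603 between sham and uninjured. A score of 60 or more left 980, 2732, 829 and 535 genes. No batch correction gave 1407, 11028 and 1134 in the first 3 comparisons, and ComBat without covariates gave 2622, 739, 614 and 270. A Matern 3/2 kernel, log2 CPM, time on a log scale, leaving out the 0 h libraries and S5 in 2 parts kept every count within 1.5 times. ComBat without covariates was the only setting run in which more genes were called against sham than against uninjured animals.

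For the time windows, transected and sham libraries of a pair deviated together (mean correlation 0.379 over 36 pairs), and the main counts with the pair as replicate block were 2070, 1398, 1927, 7295 and 12495 genes from the first to the last window. With no replicate block they were 689, 392, 578, 2443 and 7331, and with a 2-fold difference also required they were 587, 282, 379, 654 and 1180. With 5 pairs drawn from each window, the count at 0.5 to 2 h was 350 (172 to 933 over 10 draws), below the 1224 at 3 to 6 h, so the order of the first windows depends on their number of pairs. Leaving out each of 5 pairs gave 835 to 1349 genes at 3 to 6 h and 1213 to 1596 at 7 to 10 h. With the series in place of the pair as a block, DESeq2's size factors, DESeq2's Wald test, no gene filter, without the 12 h pair of S5 (11 to 15 h) with the deepest library thinned (16 to 21 h) and with every library thinned to the smallest total, the counts stayed within 1.5 times. In every setting run, more genes were called at 16 to 21 h than at 11 to 15 h, and more at 11 to 15 h than in any earlier window. The 4 gene models named for 16 to 21 h kept their direction and an adjusted p under 0.05 in the 4 alternatives run for them.

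For Torin1 against DMSO, the counts were 791, 346 and 225 at 1, 2 and 4 dpT. A coefficient of variation of 0.1 gave 1382, 652 and 426, one of 0.4 gave 63, 45 and 31, the value estimated from the transected and sham pairs gave 1314, 598 and 391, and an adjusted p of at most 0.05 gave 194, 41 and 25. TMM normalization and a minimum of 10 counts kept the counts within 1.5 times. All alternatives run kept more genes lower than higher with Torin1 on each day.

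For the Spearman correlations before ComBat, TPM gave lower values: 0.979 and 0.9787 for neighbouring transected and sham libraries, 0.9492, 0.9517 and 0.969 for the same hour in different series (transected, sham and uninjured), 0.9721 and 0.9798 for the 0 h replicates of S1 and S2, 0.9296 for 0 h libraries of different series, 0.9849 for the uninjured 0 h pair and 0.9389 between uninjured and other 0 h libraries. All detected genes gave 0.9816 and 0.981 for neighbours, 0.9797 and 0.9806 for the 0 h replicates and 0.9832 for the uninjured 0 h pair. After ComBat, all detected genes gave 0.9816 and 0.9806 for neighbours, 0.9833, 0.9826 and 0.9612 for the same hour, 0.987 and 0.9884 for the 0 h replicates, 0.9823 for 0 h libraries of different series, 0.9623 for the uninjured 0 h pair and 0.9803 between uninjured and other 0 h libraries. ComBat without covariates gave 0.9864, 0.9863 and 0.9863 for the same hour, 0.9857 and 0.9876 for the 0 h replicates, 0.9841 for 0 h libraries of different series, 0.992 for the uninjured 0 h pair and 0.984 between uninjured and other 0 h libraries. In the other 11 comparisons the values moved by less than the SD of the correlation.

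Other filters left the number of kept genes within 1.5 times. The share of genes in clusters, 79.3%, was 82.7% with clusters of at least 20 genes, 91.2% with a power of 8 and 44.7% with the genes called by edgeR.

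Sums over homeologs, the lists of named genes and the alternatives for single named genes in either experiment were not run, because the identifiers could not be paired with names. Depth may limit the smaller differences. The libraries of S1 and S2, which give most pairs at 0.5 to 2 h, held 10.0 to 15.1 M expected counts and those of S6 15.8 to 33.5 M. With every library thinned to the smallest total, however, the counts of called genes in the windows stayed within 1.5 times. The genes called at 4 dpT had a median of 45 counts in the library with the larger count. The DMSO and Torin1 libraries of that day held 32.5 and 30.8 M, so this median does not show a limit set by depth.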

Differences from the paper's values

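Of 26 values the paper states for measures also computed here, 22 did not differ by the criteria used (more than 1.5 times and more than the stated error, or more than the error for a correlation) and 4 did. The 22 include the depth, where the quantities are not alike, since the paper gives sequenced reads and the value here is in expected counts, and the number of modules, which was set to 11 from the paper and could not differ.

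The paper gives 4917 genes with a BIC of 10 or more for transected against uninjured animals, and 16588 were obtained here. None of the alternatives set before the data were examined closed the gap: a score of 60 or more gave 2732 genes, a Matern 3/2 kernel 16615, no batch correction 11028, ComBat without covariates 739, log2 CPM 16688, time on a log scale 16745 and leaving out the 0 h libraries 17001.

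For transected against sham animals the paper gives 2269 genes, and 5400 were obtained here. With ComBat without covariates, set before the data were examined, the count was 2622, which does not differ from the paper's by these criteria. The other alternatives set before the data were examined gave 980 (score of 60 or more), 5447 (Matern 3/2 kernel), 1407 (no batch correction), 5399 (log2 CPM), 5646 (time on a log scale) and 5929 (0 h libraries left out), and all of these differ.

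For genes in both comparisons the paper gives 1850, and 4869 were obtained here. None of the alternatives set before the data were examined closed the gap (829, 4911, 1134, 614, 4857, 5057 and 5272 genes, in the order of the first list above).

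For uninjured libraries of the same hour after ComBat the paper gives a Spearman correlation of 0.98 (stated error 0.005, whose kind the paper's text does not name), and 0.9743 was obtained here. None of the alternatives set before the data were examined closed the gap: ComBat without covariates gave 0.9863 and all detected genes gave 0.9612.

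Other tests and settings came near values of the paper. edgeR's test of the counts, a different measure from the BIC, called 7037 genes against uninjured animals, and 4877 with S5 treated as 2 parts, which was chosen after seeing the values. Its counts against sham animals (11306) and in both comparisons (5071) exceeded the paper's by more than 1.5 times. With at least 10 counts required in 1 of the libraries, 787 genes were called for Torin1 against DMSO at 1 dpT, the number the paper gives. The same setting gave 342 genes at 2 dpT and 218 at 4 dpT, where the paper gives 356 and 212. A power of 8 placed 91.2% of genes in clusters, where the paper gives 92.3%.

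The paper states that more genes differ from uninjured than from sham animals. ComBat without covariates (739 against 2622 genes) and edgeR with the series as a block (7037 against 11306) gave the opposite order. In simulated counts these settings also found fewer of the 200 changed genes against uninjured than against sham animals, with 104 and 189 by ComBat without covariates and 162 and 200 by edgeR.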

Other observations

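The tests of the step within S5, of the clusters at that step and of the Gaussian process score with S5 in 2 parts were chosen after the result was seen. So were the exchange of labels in 1 window at a time, the thinning of the deepest library and the thinning of every library to the smallest total. The fits without the 12 h pair of S5 and without the uninjured 12 h libraries were also chosen after it. The check of a delay by Torin1 was chosen after it as well. Following the window genes into the Torin1 experiment was not among the tests planned before the data were examined. Neither were the same-hour differences after subtraction of the 0 h level.

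Each count of called genes was compared with counts from other splits of the same libraries, in which condition labels were exchanged within pairs, or among libraries of the same hour in the comparisons with uninjured animals. In the windows, labels had first been exchanged in all windows at once. That inflates the spread estimated for every window and makes as large a count harder to reach, so labels were then exchanged in 1 window at a time, and only those counts are given. For the windows of 0.5 to 2 h, 11 to 15 h and 16 to 21 h, 1 of 25 splits gave as many genes, which was the real one, and the largest counts among the other splits were 1536, 3661 and 1487 genes. The windows of 3 to 6 h and 7 to 10 h allow only 16 splits of 5 pairs, and although 1 of 16, the real split, was as large (others at most 354 and 156 genes), this share cannot fall under 0.05, so these windows remain undecided by this test. For temporal profiles in edgeR, 1 of 25 splits, the real one, was as large for transected against sham (others at most 3805 genes), transected against uninjured (277), both (1968) and sham against uninjured (5). For the Gaussian process score, with ComBat repeated for each split, 1 of 25, the real one, was as large for transected against sham (others at most 975), transected against uninjured (2962), both (890) and sham against uninjured (2855). All uninjured libraries belong to S7 and S8, so in the comparisons with uninjured animals, and in the genes of both comparisons, only the real labels follow the series. The real split would stand out from a difference between series as well, and for these counts the exchange does not separate condition from series.

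The rise in called genes from 0.5 to 2 h (2070) to 16 to 21 h (12495) was tested against technical explanations. With 5 pairs drawn from each window, the ratio of the counts was 23.93, so the number of pairs does not produce the rise. With the deepest library thinned to the median depth, 12430 genes were called at 16 to 21 h, which bears on that library only. With every library thinned to the smallest total, 1857 genes were called at 0.5 to 2 h and 11082 at 16 to 21 h, a ratio of 5.97, so the difference in depth between the windows does not produce the rise. With a 2-fold difference also required the rise was smaller, from 587 to 1180 genes. The 10 most counted genes took a share that was 0.61 percentage points lower in transected than in sham libraries at 16 to 21 h (mean difference -0.61), too little to shift the other genes. Across genes, which are not independent replicates, the log2 difference at 16 to 21 h had a Spearman rho of 0.046 with the gene length implied by expected count and TPM, which does not show whether length decides how many genes are called, since calls in both directions were about equal in number. Without the 12 h pair of S5, which spans the step in that series, 6289 genes were called at 11 to 15 h, against 2298 at 7 to 10 h in the same fit. Apart from gene length, which remains open, none of the explanations tested accounts for the rise in called genes. It may follow from a growing response to transection. That is a hypothesis, since no series covers both the first and the last window, and measures over all genes showed no clear rise. The mean distance of a pair over all genes was 0.394 at 0.5 to 2 h and 0.409 at 16 to 21 h. This distance includes counting noise, and most libraries of the first window were shallower. With the smaller total of each pair held constant, its Pearson r with hours was 0.309 (permutation test, p = 6.9e-02). The number of genes differing by 1 log2 unit or more within a pair had a Pearson r of 0.074 with hours (permutation test, p = 7.3e-01). The median absolute log2 difference of called genes was 0.49 in the first and 0.39 in the last window. It falls when more small differences are called, so it cannot decide this question. Clusters 1 and 2 did separate late, with mean transected minus sham differences of 1.95 and -1.65 SD at 16 to 21 h. Their genes had, however, been selected for a difference between the conditions.

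Many genes differed from uninjured animals by the Gaussian process score, whether the other condition was transected (16588) or sham (12603). The uninjured libraries share no series with the others, and ComBat can relate them only through the 0 h libraries. In counts simulated without any difference between sham and uninjured animals, 9.28% of genes were called, against 0.46% with ComBat without covariates and 20.86% without correction. ComBat without covariates also removed true differences, and found 104 of 200 changed genes between transected and uninjured animals, where ComBat with covariates found 196, and 189 against 198 between transected and sham animals. This is consistent with part of the excess over the comparison with sham animals being technical. Whether it accounts for all of the excess was not tested. Between single libraries of the same hour in different series, after subtraction of the 0 h level of each series, the mean of the median absolute log2 difference was 0.346 ± 0.071 for sham and sham (SD, n = 7 pairs), 0.330 ± 0.081 for sham and uninjured (n = 31), 0.352 ± 0.090 for transected and transected (n = 7) and 0.387 ± 0.094 for transected and uninjured (n = 31). Without the subtraction, the means were 0.261, 0.331, 0.247 and 0.330 in the same order, so the order of sham and sham against sham and uninjured depends on the 0 h libraries. The 0 h library of S5 lies on the other side of the step in that series from the 12 h transected library and all libraries from 13 h on. Differences between these means were not tested.

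The uninjured 12 h libraries of both S7 and S8 differed from their neighbouring hours (Spearman correlations 0.9299 to 0.981, against 0.9834 to 0.9928 for other neighbours) and resembled each other (0.9865). Without them, edgeR called 2365 genes between sham and uninjured and 8148 between transected and uninjured animals, against 1624 and 7037 with them. Of the genes called with them, 1185 and 6257 were also called without them, so the other calls depend on these libraries. S7 and S8 come from the same batch of animals in the paper, and whether the 12 h difference is biological or arose at sampling was not tested.

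S5 changes abruptly between 11 and 13 h. The larger of the correlations across the step was 0.9712, below the 14 neighbouring pairs that do not cross it (0.9807 to 0.9965), and the step coincides with a change in the share of whole-number expected counts. The parts of S5 were divided by this share, so their separation in it was set in advance. Over the 26332 genes counted in every library, after adjustment for the library total, this share lay 2.75 to 6.75 percentage points above the fitted value before the step and between -3.06 and 0.57 from it after the step, so the change in the share was also seen when the same genes were compared. The uninjured 12 h libraries also stood apart in it from the other hours of S7 and S8 (1.41 to 2.13 against -3.88 to -1.08). Whether those libraries differ for a technical reason was not tested, so this share by itself cannot be read as a mark of a batch. The step in S5 falls between the 12 h sham and the 12 h transected library, not at an hour. In S4 the transected libraries of 11 and 12 h correlated at 0.9921, so the step was not seen there as a change with time. A difference between library or sequencing batches within S5 is a candidate explanation. The paper's methods name a pair of sequencing platforms for the libraries of the time series and the Torin1 experiment together, which can be read as a platform for each experiment, and they mention no division of S5. The 5 clusters that stepped by 1 SD or more at this point (270 genes) stepped in the same direction in sham animals, 4 of them by 1 SD or more, with a sham step of at least 0.72 times the transected step, in line with a batch step that both conditions share and that ComBat, applied by series, does not remove. With S5 in 2 parts, 6706 genes were called between transected and sham animals by the Gaussian process score, against 5400. Of the 5400 genes, 5281 were also called with S5 in 2 parts, so most of the calls of this comparison do not depend on the step.

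The genes that differed at least 2-fold between transected and sham animals at 16 to 21 h were followed in the Torin1 experiment, on the hypothesis that mTOR inhibition opposes the response to injury. In each comparison only genes with a mean above 0 on the log2 CPM scale in the Torin1 and DMSO libraries of that day were followed, which at 1 dpT left 549 of the 768 higher and 194 of the 412 lower genes. The 549 genes higher after transection had a median log2 difference of -0.643 between the Torin1 and DMSO libraries of 1 dpT, at percentile 0 of 10000 random lists matched on mean expression (median of the random lists -0.026), and 78.1% of them were lower with Torin1 against 52.8% of the background. The 194 genes lower after transection had a median of 0.753, at percentile 100. TMM normalization gave -0.629 and 0.767. The 273 genes followed that were higher at 11 to 15 h shared this direction less strongly, with a median of -0.177 at percentile 0 and 58.2% lower with Torin1, and the 74 lower genes of that window had a median of 0.329 at percentile 100. Genes higher in the earlier windows had medians of 0.283 at 0.5 to 2 h, 0.362 at 3 to 6 h and 0.122 at 7 to 10 h. The 24 and 41 genes lower at 3 to 6 h and 7 to 10 h had medians of 0.178 and 0.109 (percentiles 95.69 and 93.25), so in these windows higher and lower genes both tended to be higher with Torin1. At 2 and 4 dpT, where the lists differ because the filter was applied to each day, the higher genes of 16 to 21 h had medians of 0.541 (528 genes) and 0.306 (501 genes), and the lower genes -0.395 (208 genes) and -0.174 (217 genes), in the opposite direction to 1 dpT. For the genes followed at 1 dpT, relative to the DMSO library of 1 dpT, the level of the higher genes was 0.08 in the Torin1 library of 2 dpT, while it was -0.61 in the Torin1 library of 1 dpT and -0.41 in the DMSO library of 2 dpT. The lower genes were at 0.79 in the Torin1 library of 1 dpT and 0.82 in the DMSO library of 2 dpT, and at 0.39 and 0.48 in the Torin1 libraries of 2 and 4 dpT, so they did not return to the DMSO level of 1 dpT. A delay of the change by Torin1 may therefore fit the higher genes, and the lower genes do not bear it out in full. With 1 library per treatment and day, these patterns cannot be told apart from differences between single libraries, and they describe those libraries only.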
